# Acupuncture Treatment Reverses Retinal Gene Expression Induced by Optic Nerve Injury via RNA Sequencing Analysis

**DOI:** 10.3389/fnint.2019.00059

**Published:** 2019-10-16

**Authors:** Jie Chen, Li Zhang, Lanying Liu, Xueqin Yang, Fengzhi Wu, Xiulun Gan, Rong Zhang, Yinjia He, Qiuyi Lv, Haonan Fu, Ling Zhou, Jiaxi Zhang, Anming Liu, Xiaodong Liu, Linqing Miao

**Keywords:** optic nerve crush, retinal ganglion cells, acupuncture, RNA sequencing, transcriptome, GB20 (Fengchi), BL1 (Jingming), GV16 (Fengfu)

## Abstract

Glaucoma and traumatic optic nerve crush (ONC) injury result in progressive loss of retinal ganglion cells (RGCs) and defects in visual function. In clinical trials of Traditional Chinese Medicine, acupuncture has been widely used for the treatment of ocular diseases. However, the molecular mechanisms of acupuncture treatment are still unclear. In this study, we used technique of RNA sequencing (RNA-seq) to study the effects of acupuncture treatment on retinal transcriptome after axotomy injury. RNA-seq results revealed that 436 genes including 31 transcription factors (TFs) were changed after injury, among them were many well-known neural degeneration related TFs such as Jun, Ddit3, Atf3, and Atf4. Interestingly, acupuncture treatment at acupoint GB20 (Fengchi) significantly reversed a series of differential expressed genes (DEGs) induced by optic nerve injury. While treatments at BL1 (Jingming) or GB20 sham control acupoint-GV16 (Fengfu), led to limited DEG reversal. In contrast, treatments at these two sites further enhanced the trend of DEG expression induced by axotomy injury. At last, retina immunostaining results revealed that only GB20 acupoint treatment increased RGC survival, in consistent with RNA-seq results. Therefore, our study first reported that acupuncture treatment regulated retinal transcriptome and reversed the gene expression induced by axotomy injury, and GB20 acupoint treatment increased RGC survival, which will provide novel therapeutic targets for treatment of ocular diseases.

## Introduction

Chronic eye diseases such as glaucoma and optic neuritis result in progressive loss of retinal ganglion cells (RGC) and blindness finally (Shindler et al., 2008; Almasieh et al., 2012). Traumatic injury such as optic nerve crush (ONC) also cause serious RGC death (Sanchez-Migallon et al., 2016). Previous studies show that both chronic and traumatic optic nerve injury induce endoplasmic reticulum (ER) stress in RGC soma, while manipulation of ER stress pathway promoted the survival of RGC (Yang et al., 2016; Huang et al., 2017). The induction of upregulation of pro-apoptotic TFs such as JUN and DDIT3 after injury leads to progressive RGC death (Huang et al., 2017; Syc-Mazurek et al., 2017a, b; Welsbie et al., 2017). Acupuncture has been widely used to treat many kinds of pains such as neck and shoulder pain, lower back pain worldwide (MacPherson et al., 2017; Koh et al., 2018). Acupuncture has also been used for treatment of ocular diseases, including glaucoma, age-related macular degeneration (AMD), retinitis pigmentosa, etc (Jiao, 2011; Xu et al., 2012; Law and Li, 2013; Xu and Peng, 2015). In Traditional Chinese Medicine, GB20 and BL1 are the common acupoints selected for acupuncture treatment of ocular diseases (Qin et al., 2015; Xu and Peng, 2015). Although acupuncture is widely used for ocular therapy, the effect of acupuncture treatment on regulation of retinal transcriptome especially those changed by ONC injury is totally unknown. RNA sequencing (RNA-seq) is a new technique effective in identifying numerous genes regulated by specific treatment. In this study, we will use ONC crush injury mouse model and RNA-seq technique to analyze retinal samples with and without optic nerve injury and screen for the upregulated and downregulated TFs 2 days after ONC injury, and also identified those injury-induced genes reversed after acupuncture treatment at two different acupoints.

## Results

### Expression Analysis

To investigate expression differentiation, we extract RNA from intact retina (WT), axotomized retina (ONC), and axotomized retina with acupuncture treatment at acupoint GB20 (ONC-F) or BL1 (ONC-J), 2 days after ONC. 

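Retinal RNA was sequenced in 5 groups of 3 libraries each: intact retina (WT), retina 2 days after ONC (ONC), and retina after ONC with acupuncture at GB20 (ONC-F), at BL1 (ONC-J) or at the sham point GV16 (ONC-S), given 3 times. The paper gives the age of the mice as 6 weeks and the labels of the samples give 5 weeks. The methods describe 4 groups, with anesthesia and needling at GB20 or BL1, and the paper's text states acupuncture at GV16 without details of anesthesia or needling there and does not say whether mice of the ONC group were anesthetized again. Replicates are called biological replicates, and the text does not say whether a library holds the retinas of 1 mouse or of several, so n counts libraries throughout. Poly-A RNA was sequenced from both fragment ends, and the paper's text does not state whether reads were assigned by strand, so genes that overlap on opposite strands were not separated in their reads. The authors aligned the reads to the mouse genome mm10 with HISAT2 2.0.5, counted fragments per gene with featureCounts and computed FPKM from the counts and gene lengths. Total counts were 18850893 to 24725003 per library in WT (median 20075457), 17154653 to 19885288 in ONC (median 17366454) and 14482435 to 21256870 in ONC-F (median 19195747). They were 17634077 to 21828251 in ONC-J (median 18584339) and 17468883 to 26112762 in ONC-S (median 24348973). At 2 reads per counted fragment these totals stand for 28.96 to 52.23 M reads, beside the paper's reported 40.8 to 69.5 M total reads, and all values given here use the counts. Counts were tested with the quasi-likelihood test of edgeR, with TMM library sizes, in one fit of all 15 libraries, over the 19259 genes that its low-count filter kept, and genes were called at an adjusted p under 0.05. CPM values, which are counts scaled to a common library size, use the TMM library sizes and are given as mean ± SD. The test, the gene lists, the rule for which genes are named and most alternative settings were set before the data were examined, though after the paper's own tables had been read. Gene lists were compared with all other genes by camera, with a preset correlation between genes.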

The actual and schematic acupuncture sites were shown in Figures 1A,B. RNA integrity of each sample was assessed by Bioanalyzer 2100 system. Sample total reads ranged from 40.8 to 69.5 million, and mapping rate ranged from 95.4 to 96.6%.

**FIGURE 1:**
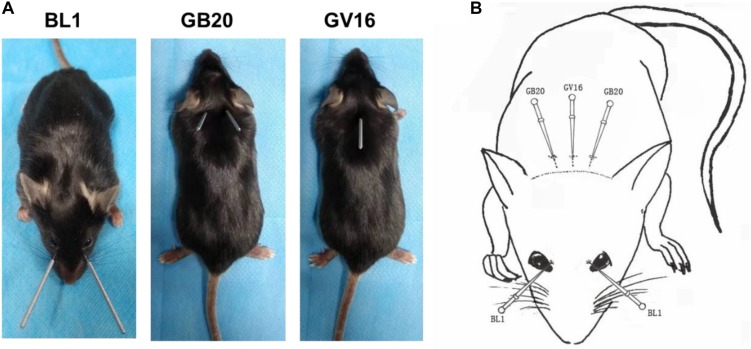
The acupoints for acupuncture treatments. **(A)** Photos of mice showing the sites of acupuncture treatments at acupoints BL1, GB20, and GV16, respectively. **(B)** Schematic image demonstrating acupoint sites on mouse.

We then used feature Counts v1.5.0-p3 to calculate expected number of Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced (FPKM) of each sample, which represent relative gene expression abundance. The boxplot result showed that the overall distribution of the FPKM values were consistent among samples, suggesting that the RNA-seq data were reproducible (Figure 2A). 

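Of 54532 annotated genes, 36096 had a count in some library and 14875 had a mean FPKM of at least 1. Sag, which encodes the arrestin of rods, stood at 3946 ± 257 CPM (SD, n = 3) in ONC and 5170 ± 163 CPM (SD, n = 3) in ONC-S. Over all genes, the median of log2(FPKM + 1) per library lay between 0 and 0.0357 and the upper quartile between 1.24 and 1.33. Over the genes with a mean FPKM of at least 1, the median of log2(FPKM + 0.1) lay between 2.75 and 2.77, with quartiles of 1.51 to 1.57 and 3.84 to 3.88. Spearman correlations across genes, which are not independent replicates, were 0.988 to 0.992 between libraries of one group and 0.979 to 0.992 between libraries of different groups. Lens transcripts set 1 library apart: Cryaa, the alpha A crystallin of the lens, was at 1303 CPM in WT replicate 1 and at 45.0 CPM or less in the other 14 libraries. Among 13 genes of the list of lens crystallins and lens markers, 0 were called in ONC against WT by edgeR, and 11 were lower when adjusted over the list alone. The median log2 fold change of the list was -4.25 (camera, adjusted p = 0.0199, and adjusted p = 0.73 with an estimated correlation). Without WT replicate 1 the list was higher in ONC than in WT (adjusted p = 5.37e-05).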

Principal component analysis (PCA) showed that wild-type (WT) control formed clear cluster apart from injury groups, and ONC with or without acupuncture treatment formed one big cluster, ONC with sham treatment was separated from acupuncture treatment groups (Figure 2B). 

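All 12 injured libraries carried the injury response and the intact ones did not. The score of 21 axon injury and regeneration-associated genes, their mean log2 CPM relative to WT, was -0.09 to 0.05 in the WT libraries and at least 1.04 in each of the 12 others. The score of 20 RGC markers was -0.42 in ONC-F replicate 3 and -0.90 to -0.73 in the other 11 injured libraries. ONC replicate 2 had the highest score of 16 genes of reactive gliosis, the activation of glia after damage, with 1.89 against 0.16 and 0.73 in the other ONC libraries. On the first principal component of TMM-normalized log2 CPM, which held 19.4% of the variance, WT libraries lay at -26.84 to -19.97 and ONC-S libraries at 26.69 to 37.16. The ONC, ONC-F and ONC-J libraries lay between them, at -11.98 to 6.05. The second component held 13.5% of the variance. The 12 injured libraries were separated from WT (pseudo-F 2.18, exact permutation test, p = 0.0044, with 2 splits as large, the real one included, and p = 0.0242 with genes scaled to unit variance). The ONC-S libraries were separated from the 9 other injured libraries (pseudo-F 2.65, exact permutation test, p = 0.00455, the smallest p that 220 splits allow).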

Differentially expressed genes (DEG) cluster analysis showed that acupuncture treatment groups were clustered together and separated from ONC control, and all the ONC groups with or without acupuncture treatments were separated from WT control group (Figure 2C).

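In all 3 treated groups, a strongly induced and a strongly reduced injury gene stayed far from intact levels. Against WT, Atf3, a transcription factor induced by axon damage, had log2 fold changes of 3.01 in ONC-F, 3.25 in ONC-J and 3.48 in ONC-S. Pou4f2, a transcription factor of RGCs, fell by 1.55, 1.96 and 2.55 on the log2 scale in the same groups. Group means of log2(FPKM + 1), standardized per gene over the 407 genes called in ONC against WT, were joined by complete linkage of Euclidean distances. ONC-F and ONC-J joined first at a height of 9.59, then ONC at 13.4, then ONC-S at 16.5, and WT last at 44.9. Over all 19259 tested genes, the order of the last steps differed: WT joined the ONC, ONC-F and ONC-J groups at 193 and ONC-S came last at 246. Heights carry no test, since each group enters as 1 mean.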

**FIGURE 2:**
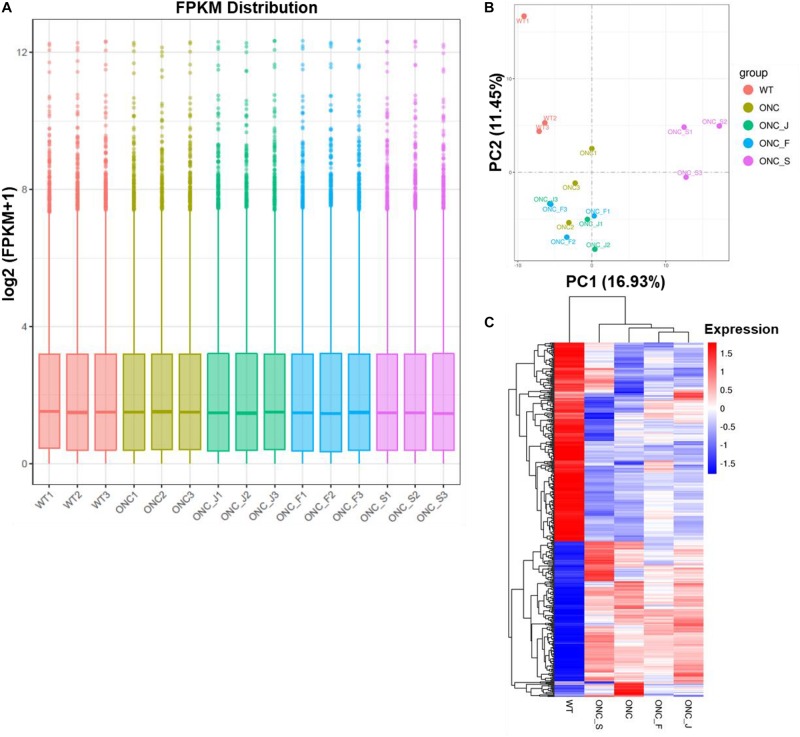
Quantitative analysis of retinal gene expression. **(A)** Boxplot shows the overall range and distribution of FPKM value of gene expression of all the samples. **(B)** PCA analysis shows the differentiation among samples. **(C)** Cluster analysis of differentially expressed genes among samples and groups. The color of the heat map indicated the relative gene expression. The deeper red color indicates the higher gene expression, while the deeper blue color indicates the lower gene expression.

### Differentially Expressed Genes After ONC

To identify candidate genes regulated by axon injury 2 days after axotomy, we performed differential expression analysis using the DESeq2 R package (1.16.1). Genes with | log_2_FoldChange| > 0 and adjusted *p*-value < 0.05 were assigned as differentially expressed. We then identified total 436 differentially expressed genes (DEG), with 191 genes upregulated and 245 genes downregulated (Figure 3A). 

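By day 2 after ONC, markers of RGCs were lower and genes of axon injury were higher than in intact retina. Of 20 measured RGC markers, 16 fell and 0 rose (1 rose and 18 fell when adjusted over the list alone), with a median log2 fold change of -0.79 (camera, adjusted p = 1.06e-67, and adjusted p = 0.00284 with an estimated correlation). Among them were Chrna6, a nicotinic receptor subunit, at 36.6 ± 1.70 CPM in ONC and 91.5 ± 5.12 CPM in WT (SD, n = 3 each), and Tubb3, the neuronal tubulin, at 51.1 ± 4.95 and 99.4 ± 3.19 CPM. Of 21 genes of axon injury and regeneration, 11 rose and 0 fell (15 rose when adjusted over the list alone), with a median of 0.63 (camera, adjusted p = 3.33e-69, and adjusted p = 0.000742 with an estimated correlation). One of them is Tnfrsf12a, a receptor of the TNF family, at 27.5 ± 0.819 CPM in ONC and 5.13 ± 0.633 CPM in WT. Many members of both lists stand in the paper's own tables, which had been read when the lists were written, so their direction is not independent evidence. Lists of microglia and macrophage markers and of reactive gliosis were also higher (medians 0.68 and 1.15, camera adjusted p = 4.24e-22 and 6.35e-12, and adjusted p = 0.0588 and 0.372 with an estimated correlation), with 4 of 19 and 1 of 16 members called by edgeR (11 and 15 when adjusted over the list alone). Of 13 rod markers 0 were called by edgeR (median -0.09, camera adjusted p = 0.0199, adjusted p = 0.635 with an estimated correlation, and adjusted p = 0.765 without ONC replicate 2), and 0 of 11 markers of Mueller glia and astrocytes (1 rose and 1 fell when adjusted over the list alone, median -0.01, adjusted p = 0.85). The lists of cone markers (2 fell when adjusted over the list alone, median -0.11, adjusted p = 0.0625), bipolar cell markers (median -0.12, adjusted p = 0.156) and amacrine cell markers (median 0.06, adjusted p = 0.718) were not called by camera. Of 4 horizontal cell markers, 1 fell, Calb1, a calcium-binding protein, by 0.37 on the log2 scale (median of the list -0.09, camera adjusted p = 0.256). In all, 184 genes rose and 223 fell at an adjusted p under 0.05 from edgeR, and 107 of the 407 changed by at least 1 on the log2 scale. At an unadjusted p under 0.05 there were 2109 genes. In 406 of the 407 the libraries of the groups did not overlap, and they did not overlap in 17.6% of all tested genes, where chance gives 10%. The number called was 271 without ONC replicate 2. More genes rose than fell without ONC replicate 1 (226 and 164) and without the low-count filter (461 and 420).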

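After ONC, 6 of 34 genes of cell adhesion rose, and 14 of 31 genes of the axon, 10 of 27 sodium and potassium channel genes and 4 of 28 postsynaptic genes fell. With an estimated correlation, the first 3 of these lists were called by camera and the postsynapse was not. Of the 34 genes of the list focal adhesion and adherens junction, 6 rose and 0 fell (9 and 1 when adjusted over the list alone), with a median log2 fold change of 0.16 (camera, adjusted p = 9.52e-10, and adjusted p = 0.0422 with an estimated correlation). Itga5, the fibronectin receptor subunit, rose by 1.23 on the log2 scale (standard error 0.16, adjusted p = 8.58e-05 from edgeR), and Jup, or plakoglobin, by 0.42 (standard error 0.06, adjusted p = 0.000269). Tes and Pdlim7, which bind the actin cytoskeleton, rose by 0.84 and 0.40. The score of this list stood apart in ONC replicate 2, at 0.42 against 0.17 in each of the other ONC libraries, and so did that of the microglia and macrophage markers, at 1.48 against 0.52 and 0.68, and that of reactive gliosis. Without that library the adjusted p of the adhesion list from camera was 1.01e-05. Of the 31 genes of the axon and neuronal cytoskeleton, 14 fell and 2 rose (20 and 3 when adjusted over the list alone), with a median of -0.26 (camera, adjusted p = 4.37e-24, and adjusted p = 0.0101 with an estimated correlation). Nefl, the light neurofilament, fell by 0.56 (standard error 0.06, adjusted p = 2.8e-06 from edgeR), and Stmn4, a regulator of microtubules, rose by 1.26 (standard error 0.09, adjusted p = 5.82e-08). Of the 27 voltage-gated sodium and potassium channel genes, 10 fell and 0 rose (15 fell when adjusted over the list alone), with a median of -0.23 (camera, adjusted p = 8.1e-21, and adjusted p = 0.0422 with an estimated correlation). Kcnd2 fell by 1.04 (standard error 0.14) and Scn1a by 0.68 (standard error 0.09). Of the 28 postsynaptic genes, 4 fell and 1 rose (6 and 1 when adjusted over the list alone), with a median of -0.11 (camera, adjusted p = 1.14e-08, and adjusted p = 0.179 with an estimated correlation). Those that fell include the nicotinic receptor subunit Chrnb3, by 0.82, and Nrgn, a calmodulin-binding protein, by 0.72, and the one that rose is Chrna3, another nicotinic subunit, by 0.52. Nefl overlaps Nefm, which lies on the other strand. No gene ontology terms were tested here, and these lists were written by hand. The paper's tables of injury genes from the same libraries had been read by then, so the direction of the lists is not independent evidence.

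**Figure D1:**
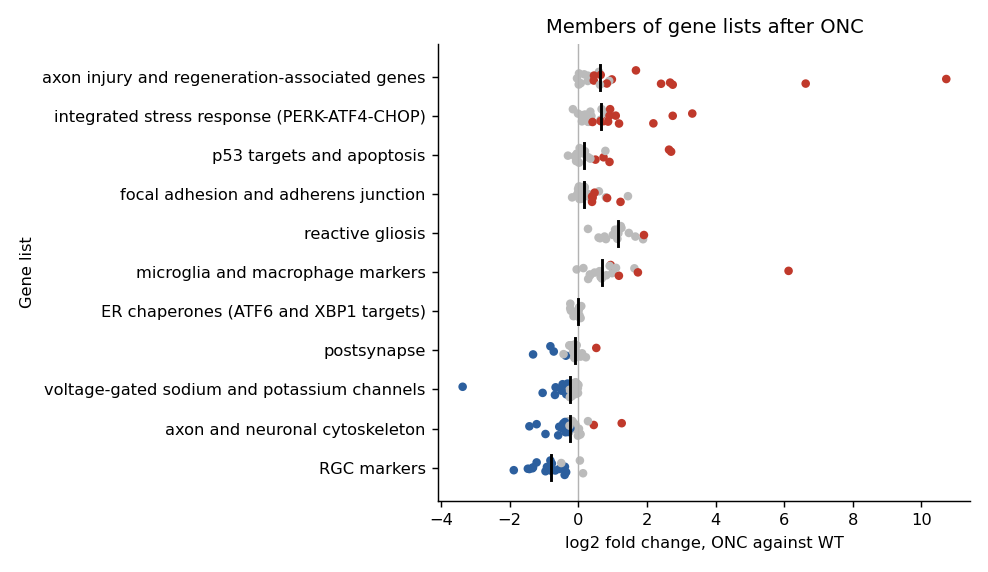
Log2 fold changes of ONC against WT (x axis) of the members of 11 gene lists (y axis), 1 point per gene, red where higher and blue where lower at an adjusted p under 0.05 from edgeR, grey otherwise, with the median of each list as a black bar. The medians run from -0.79 for the RGC markers to 1.15 for reactive gliosis.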

Enriched gene ontology analysis results showed that the most upregulated gene categories were cell adhesions and junctions (Figure 3B); while the most downregulated gene categories were: axon, postsynapse and transmembrane transports (Figure 3C). 

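Several of the genes most induced by ONC were close to absent from intact retina. Sprr1a (ENSMUSG00000050359, chromosome 3 of mm10, 92483952 to 92485895), a regeneration-associated gene of injured neurons, was at 10.6 ± 0.634 CPM (SD, n = 3) in ONC and had 0 counts in every WT library, so no fold change is given. Ecel1 (ENSMUSG00000026247, chromosome 1, 87147655 to 87156521), an endopeptidase of the neprilysin family, was at 33.3 ± 2.10 CPM in ONC and 0.332 ± 0.216 CPM in WT, a log2 fold change of 6.63 (standard error 0.37, adjusted p = 1.91e-09 from edgeR). Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499), the macrophage elastase, was at 16.9 ± 1.40 and 0.227 ± 0.162 CPM (6.13, standard error 0.28, adjusted p = 1.57e-10). Chac1 (ENSMUSG00000027313), which degrades glutathione, rose by 3.32 (standard error 0.18), and Hrk (ENSMUSG00000046607), a pro-apoptotic member of the BCL2 family, by 2.70 (standard error 0.21). Among the genes that fell most, Scn4b (ENSMUSG00000046480, chromosome 9, 45138395 to 45154152), a sodium channel beta subunit, was at 0.665 ± 0.228 CPM in ONC and 6.99 ± 0.596 CPM in WT (-3.37, standard error 0.45, adjusted p = 0.000125). Sncg (ENSMUSG00000023064, chromosome 14, 34370274 to 34374789), a synuclein of RGCs, was at 26.7 ± 1.92 and 71.9 ± 1.22 CPM (-1.43, standard error 0.12, adjusted p = 3.01e-07). Pvalb, a calcium-binding protein, fell by 1.61 (standard error 0.27, adjusted p = 0.00126). Of the 40 genes of Table 1, 36 were called here. The other 4 had adjusted p values from edgeR of 0.0583 for Plaur, 0.11 for Top2a, 0.0877 for Efcab1 and 0.0669 for 2600014E21Rik. By the same rule of size, Adm2, a peptide of the calcitonin family, was among the 10 largest increases outside Table 1, with 4.21 (log2). Colec10 and Sprr2g, at 0.666 ± 0.346 and 0.530 ± 0.0918 CPM in ONC, also had 0 counts in every WT library.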

The 20 most significantly upregulated and downregulated DEGs after ONC are shown in Table 1.

**FIGURE 3:**
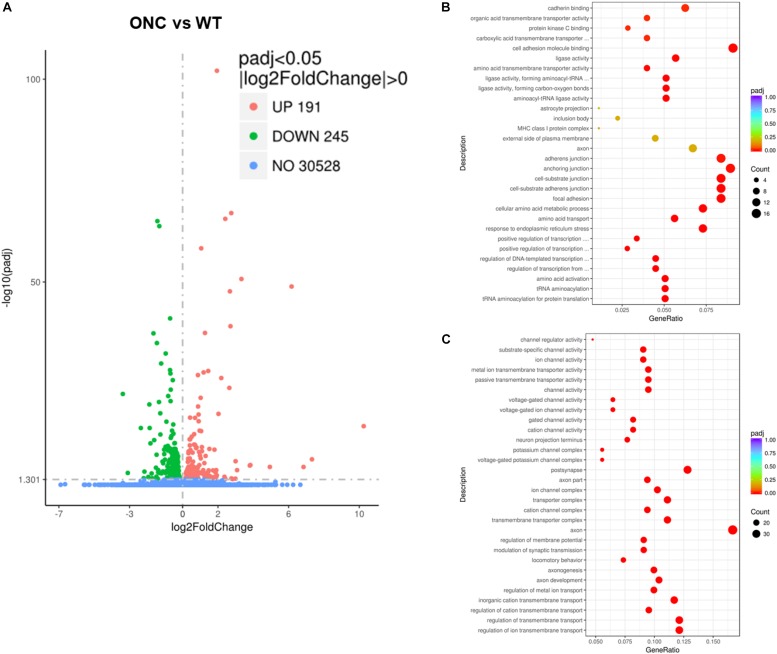
Differentially expressed genes induced by ONC injury. **(A)** The volcano map shows the overall differentially expressed genes after ONC injury, compared with WT control. **(B)** Enriched gene ontology analysis of up-regulated DEGs. **(C)** Enriched gene ontology analysis of down-regulated DEGs. padj: adjusted *p* value.

**TABLE 1:** Top 20 upregulated and 20 downregulated genes induced by ONC injury.

**Gene name**	**log_2_**	**Padj**	**Gene id**	**Gene description**
	**FoldChange**			
**Up-regulated**				
Sprr1a	10.2	3.6E-15	ENSMUSG00000050359	Small proline-rich protein 1A [Source:MGI Symbol;Acc:MGI:106660]
Gm29374	7.3	5.3E-07	ENSMUSG00000099839	Predicted gene 29374 [Source:MGI Symbol;Acc:MGI:5580080]
Gm38403	6.8	4.1E-05	ENSMUSG00000112854	Predicted gene, 38403 [Source:MGI Symbol;Acc:MGL:5621288]
Ecel1	6.7	3.8E-84	ENSMUSG00000026247	Endothelin converting enzyme-like 1 [Source:MGI Symbol;Acc:MGI:1343461]
Mmp12	6.2	1.3E-49	ENSMUSG00000049723	Matrix metallopeptidase 12 [Source:MGI Symbol;Acc:MGI:97005]
Cox6a2	4.9	4.0E-05	ENSMUSG00000030785	Cytochromec oxidase subunit 6A2 [Source:MGI Symbol;Acc:MGI:104649]
Cyb5r2	3.8	1.4E-05	ENSMUSG00000048065	Cytochromeb5 reductase 2 [Source:MGI Symbol;Acc:MGI:2444415]
Tmc1	3.8	1.8E-05	ENSMUSG00000024749	Transmembrane channel-like gene family 1 [Source:MGI Symbol;Acc:MGI:2151016]
Chac1	3.3	1.9E-51	ENSMUSG00000027313	ChaC, cation transport regulator 1 [Source:MGI Symbol;Acc:MGI:1916315]
Gm47593	3.1	2.5E-04	ENSMUSG00000112058	Predicted gene, 47593 [Source:MGI Symbol;Acc:MGI:6096640]
AC167169.1	3.0	1.6E-06	ENSMUSG00000117324	Novel transcript, antisense to Dscam
Plaur	3.0	3.2E-02	ENSMUSG00000046223	Plasmnogen activator urokinase receptor [Source:MGI Symbol;Acc:MGI:97612]
Top2a	2.8	4.0E-02	ENSMUSG00000020914	Topoisomerase (DNA) II alpha [Source:MGI Symbol;Acc:MGI:98790]
Hmox1	2.8	2.8E-02	ENSMUSG00000005413	Heme oxygenase 1 [Source:MGI Symbol;Acc:MGI:96163]
Atf3	2.8	1.0E-67	ENSMUSG00000026628	Activating transcription factor3 [Source:MGI Symbol;Acc:MGI:109384]
Hrk	2.7	8.2E-40	ENSMUSG00000046607	Harakiri, BCL2 interacting protein (contains only BH3 domain) [Source:MGI Symbol;Acc:MGI:1201608]
Sox11	2.7	2.0E-48	ENSMUSG00000063632	SRY (sex determining region Y)-box 11 [Source MGI Symbol;Acc:MGI:98359]
Cdkn1a	2.6	1.3E-24	ENSMUSG00000023067	Cyclin-dependent kinase inhibitor 1A (P21) [Source:MGI Symbol;Acc:MGI:104556]
Lad1	2.4	3.6E-02	ENSMUSG00000041782	Ladinin [Source:MGI Symbol;Acc:MGI:109343]
Tnfrsf12a	2.4	2.7E-66	ENSMUSG00000023905	Tumor necrosis factor receptor superfamily, member 12a [Source:MGI Symbol:Acc:MGI:1351484]
**Down-regulated**				
Scn4b	–3.38	4.1E-23	ENSMUSG00000046480	Sodium channel type IV beta [Source MGI Symbol;Acc:MGI:2687406]
Ppp1r1c	–3.10	1.2E-03	ENSMUSG00000034683	Protein phosphatase 1, regulatory inhibitor subunit 1C [Source:MGI Symbol;Acc:MGI:1923185]
Irx4	–2.36	1.0E-14	ENSMUSG00000021604	Iroguois homeobox 4 [Source:MGI Symbol;Acc:MGI:1355275]
Gpr101	–2.20	2.4E-02	ENSMUSG00000036357	G protein-coupled receptor 101 [Source MGI Symbol;Acc:MGI:2685211]
Hapln1	–2.16	5.7E-04	ENSMUSG00000021613	Hyaluronan and proteoglycan link protein 1 [Source:MGI Symbol;Acc:MGI:1337006]
Efcab1	–1.94	1.2E-02	ENSMUSG0C0O0068617	EF-hand calcium binding domain 1 [Source:MGI Symbol;Acc:MGI:1914043]
Pou4f2	–1.88	1.6E-20	ENSMUSG00000031688	POU domain, class 4, transcnption factor 2 [Source:MGI Symbol;Acc:MGI:102524]
Htr1b	–1.86	1.0E-14	ENSMUSG00000049511	5-hydroxytryptamine (serotonin) receptor IB [Source:MGI Symbol;Acc:MGI:96274]
Ctxn3	–1.82	6.2E-11	ENSMUSG00000069372	Cortexin 3 [Source:MGI Symbol;Acc:MGI:3642816]
Kctd19	–1.75	1.6E-03	ENSMUSG00000051648	Potassium channel tetramerization domain containing 19 [Source:MGI Symbol;Acc:MGI:3045294]
D130079A08Rik	–1.72	2.5E-02	ENSMUSG00000115424	RIKEN cDNA D130079A08 gene [Source:MGI Symbol;Acc:MGI:2444500]
Tusc5	–1.65	4.7E-38	ENSMUSG00000046275	Tumor suppressor candidate 5 [Source:MGI Symbol;Acc:MGI:3029307]
Pvalb	–1.61	9.8E-12	ENSMUSG00000005716	Parvalbumin [Source:MGI Symbol;Acc:MGI:97821]
2600014E21Rik	–1.52	4.2E-02	ENSMUSG00000100303	RIKEN cDNA 2600014E21 gene [Source:MGI Symbol;Acc:MGI:1919384]
Irx2	–1.51	6.3E-05	EMSMUSG00000001504	Iroguois homeobox2 [Source:MGI Symbol;Acc:MGI:1197526]
Tbx20	–1.48	1.0E-02	ENSMUSG00000031965	T-box 20 [Source:MGI Symbol;Acc:MGI:1888496]
Isl2	–1.47	4.0E-08	ENSMUSG00000032318	Insulin related protein 2 (islet 2) [Source:MGI Symbol;Acc:MGI:109156]
Tppp3	–1.45	1.1E-35	ENSMUSG00000014846	Tubulin polymerization-promoting protein family member3 [Source:MGI Symbol;Acc:MGI:1915221]
Sncg	–1.43	9.8E-66	ENSMUSG00000023064	Synuclein, gamma [Source:MGI Symbol;Acc:MGI:1298397]
Hydin	–1.40	3.4E-02	ENSMUSG00000059854	HYDIN, axonemal central pair apparatus protein [Source:MGI Symbol;Acc:MGI:2389007]

*Genes were selected by adjusted *p*-value < 0.05, |log_2_FoldChange| > 0 and FPKM > 0.*

### Transcription Factors Up-Regulated After ONC

Since TFs play important roles in both axon development and injury-induced degeneration, to narrow down the candidate DEGs, we next identified TFs upregulated and downregulated after axon injury, which result in 15 upregulated TFs and 16 downregulated TFs (Table 2). 

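Of the 31 transcription factors of Table 2, 11 rose and 12 fell at an adjusted p under 0.05 from edgeR (7 fell without WT replicate 3). Sox11 (ENSMUSG00000063632, chromosome 12 of mm10, 27334264 to 27342574), a factor of neuronal development, rose from 2.73 ± 0.440 to 17.3 ± 0.976 CPM (SD, n = 3 each), a log2 fold change of 2.67 (standard error 0.21, adjusted p = 1.86e-07 from edgeR). Arid5a rose by 1.45 (standard error 0.10), Egr3, an immediate early gene, by 1.29 (standard error 0.29) and Fosl2, a subunit of AP-1, by 0.85 (standard error 0.13). Factors that define RGC types fell: Pou4f2 (ENSMUSG00000031688, chromosome 8, 78433010 to 78436645) from 11.8 ± 0.718 to 3.18 ± 0.423 CPM (adjusted p = 5.85e-05 from edgeR), Pou4f1 by 0.92 (standard error 0.12) and Isl2 by 1.47 (standard error 0.19). Irx4 (ENSMUSG00000021604), of the Iroquois family, fell from 6.42 ± 1.06 to 1.25 ± 0.102 CPM. Eomes, which marks intrinsically photosensitive RGCs, fell by 0.67 (standard error 0.15, adjusted p = 0.0154). Of the 8 factors not called, adjusted p values from edgeR ran from 0.058 for Myt1l to 0.455 for Atf4, with Bcl6, Tead3, Bhlhe40, Six3, Sebox and Ebf1 between them. Because these 31 genes were selected by the paper from the same libraries, their direction here is not independent evidence. Against WT, 8 of them were higher and 10 lower in ONC-F, 11 higher and 12 lower in ONC-J, and 13 higher and 15 lower in ONC-S. Against ONC, 0 of them were called in ONC-F or ONC-J, and 4 were higher and 0 lower in ONC-S. Reads of Cebpb and Atf5 overlap Tmem189 and Nup62 on the other strand.

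**Figure D2:**
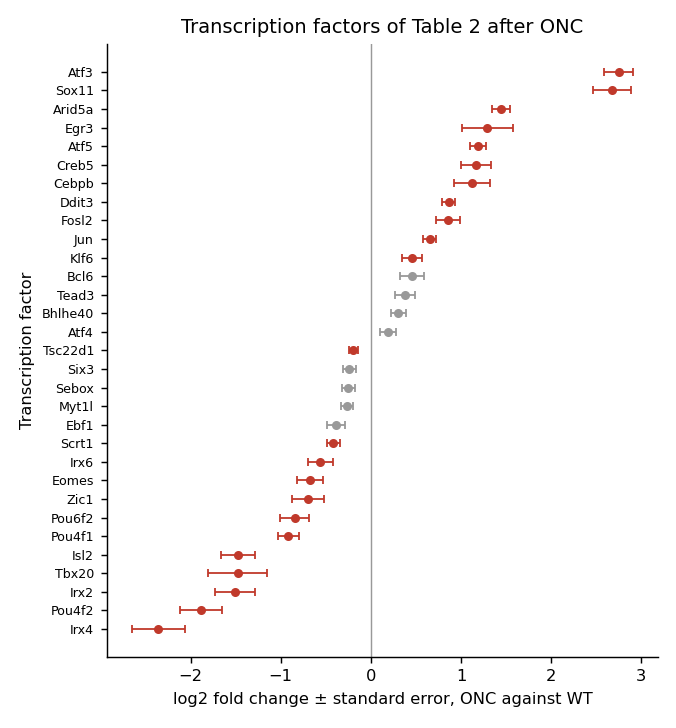
Log2 fold change of ONC against WT of the 31 transcription factors of Table 2, with standard errors, as estimated by edgeR from 3 libraries per group. Values run from -2.36 for Irx4 to 2.75 for Atf3.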

The upregulated TFs include many pro-apoptotic molecules involved in ER stress response, such as Atf4 and Ddit3 (Woo et al., 2012; Hiramatsu et al., 2014; Joo et al., 2015; Walter et al., 2018); Creb5 and Kdr in PI3K-Akt signaling pathway (Bellon et al., 2010; Kay et al., 2013; Wu et al., 2017); Jun and Cebpb in TNF signaling pathway (Mayer et al., 2013; Cao et al., 2018); Ddit3, Atf4 and Jun in apoptosis pathway (Holland et al., 2016; Ishizawa et al., 2016; Syc-Mazurek et al., 2017b), and most of these upregulated TFs resulted in RGC death.

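Of 25 measured genes of the integrated stress response, which acts through ATF4 and CHOP and is entered from ER stress through PERK and from other stresses through other kinases, 13 rose and 0 fell after ONC (18 rose when adjusted over the list alone), with a median log2 fold change of 0.65 (camera, adjusted p = 2.65e-73, and adjusted p = 0.000742 with an estimated correlation). Atf3, Atf4, Atf5, Ddit3 and Chac1 of this list stand in the paper's Tables 1 and 2. Those tables had been read when the list was written, so its direction is not independent evidence. Ddit3, which encodes CHOP (ENSMUSG00000025408, chromosome 10 of mm10, 127290774 to 127296288), was at 67.8 ± 2.55 CPM in ONC and 37.2 ± 1.14 CPM in WT (SD, n = 3 each), a log2 fold change of 0.87 (standard error 0.07, adjusted p = 2.93e-07 from edgeR). It overlaps Mars on the other strand. Atf5, a related factor, rose by 1.19 (standard error 0.09, adjusted p = 7.87e-08 from edgeR). Atf4 itself (ENSMUSG00000042406, chromosome 15, 80255184 to 80257541), whose protein is controlled at translation, was at 247 ± 14.3 and 217 ± 11.8 CPM, a log2 fold change of 0.19 (standard error 0.09). Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222), a subunit of AP-1, rose from 46.0 ± 4.06 to 72.1 ± 4.35 CPM (log2 fold change 0.65, standard error 0.07, adjusted p = 1.14e-05 from edgeR). Cebpb, an inflammatory factor, rose by 1.12 (standard error 0.20, adjusted p = 0.00288) and Creb5 by 1.16 (standard error 0.17, adjusted p = 0.000279). Kdr, the VEGF receptor of endothelial cells, had a log2 fold change of 0.28 (standard error 0.13, adjusted p = 0.402). Of 20 PI3K-AKT-mTOR pathway components, 1 rose, Creb5, and 0 fell (2 rose when adjusted over the list alone), with a median of 0.04 (camera, adjusted p = 0.0199, adjusted p = 0.147 with an estimated correlation, and adjusted p = 0.0516 without WT replicate 3). The paper places Creb5 and Kdr in this pathway and both are in the list, so the rise of Creb5 is not independent evidence. From these transcription factors, the paper reasons through published work on ER stress, PI3K-Akt, TNF and apoptosis signaling and states that most of the induced factors led to the death of RGCs.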

**TABLE 2:** Transcription factors regulated by ONC injury.

**Gene name**	**log_2_**	***p*-value**	**Gene id**	**Gene description**
	**FoldChange**			
Atf3	2.75	1.02E-67	ENSMUSG00000026628	Activating transcription factor3 [Source:MGI Symbol;Acc:MGI:109384]
Sox11	2.68	2.05E-48	ENSMUSG00000063632	SRY (sex determining region Y]-box 11 [Source:MGI Symbol;Acc:MGI:98359]
Arid5a	1.45	8.81E-29	ENSMUSG00000037447	AT rich interactive domain 5A (MRFl-like) [Source:MGI Symbol;Acc:MGI:2443039]
Egr3	1.29	1.58E-02	ENSMUSG00000033730	Early growth response3 [Source:MGI Symbol;Acc:MGI:1306780]
Atf5	1.19	1.99E-28	ENSMUSG00000038539	Activating transcription factor 5 [Source:MGI Symbol;Acc:MGI:2141857]
Creb5	1.17	2.48E-04	ENSMUSG00000053007	cAMP responsive element binding protein 5 [Source:MGI Symbol;Acc:MGI:2443973]
Cebpb	1.13	1.79E-03	ENSMUSG00000056501	CCAAT/enhancer binding protien (C/EBP), beta [Source [731 Symbo;Acc:MGI:88373]
Ddit3	0.87	9.19E-28	ENSMUSG00000025408	DNA-damage inducible transcript 3 [Source:MGI Symbol;Acc:MGI:109247]
Fosl2	0.65	7.05E-05	ENSMUSG00000029135	Fos-like antigen 2 [Source:MGI Symbol;Acc:MGI:102858]
Jun	0.46	3.36E-13	ENSMUSG00000052684	Jun proto-oncogene [Source:MGI Symbol;Acc:MGI:96646]
Klf6	0.46	5.76E-03	ENSMUSG00000000078	Kruppel-like factor 6 [Source:MGI Symbol;Acc:MGI:1346318]
Bcl6	0.46	3.35E-02	ENSMUSG00000022508	B cell leukemia/lymphoma 6 [Source:MGI Symbol;Acc:MGI:107187]
Tead3	0.38	1.20E-02	ENSMUSG00000002249	TEA domain family member 3 [Source:MGI Symbol;Acc:MGI:109241]
Bhlhe40	0.31	1.19E-02	ENSMUSG00000030103	Basic helix-loop-helix family, member e40 [Source:MGI Symbol;Acc:MGI:1097714]
Atf4	0.19	4.73E-02	ENSMUSG00000042406	Activating transcription factor 4 [Source:MGI Symbol;Acc:MGI:88096]
Tsc22d1	–0.19	1.32E-02	ENSMUSG00000022010	TSC22 domain family, member l [Source:MGI Symbol;Acc:MGL:109127]
Six3	–0.24	1.18E-02	ENSMUSG00000038805	Sine oculis-related homeobox 3 [Source:MGI Symbol;Acc:MGI:102764]
Sebox	–0.25	4.97E-02	ENSMUSG00000001103	SEBOX homeobox [Source:MGI Symbol;Acc:MGI:108012]
Myt1I	–0.26	3.18E-02	ENSMUSG00000061911	Myelin transcription factor 1ike [Source:MGI:Symbol;Acc:MGI:1100511]
Ebf1	–0.38	2.29E-02	ENSMUSG00000057098	Early B cell factor 1 [Source:MGI Symbol;Acc:MGI:95275]
Scrt1	–0.41	1.50E-07	ENSMUSG00000048385	Scratch family zinc finger 1 [SourceMGI Symbol:Acc:MGL:2176606]
Irx6	–0.56	3.33E-03	ENSMUSG00000031738	Iroguois homeobox 6 [Source:MGI Symbol;Acc:MGI:1927642]
Eomes	–0.67	1.58E-02	ENSMUSG00000032446	Eomesodermin [Source:MGI Symbol;Acc:MGI:1201683]
Zicl	–0.70	2.12E-02	ENSMUSG00000032368	Zinc finger protein of the cerebellum 1 [Source:MGI Symbol;Acc:MGI:106683]
Pou6f2	–0.84	3.05E-04	ENSMUSG00000009734	POU domain, class 6, transcriptionfactor 2 [Source:MGI Symbol;Acc:MGI:2443631]
Pou4f1	–0.92	2.79E-16	ENSMUSG00000048349	POU domain, class4, transcription factor 1 [Source:MGI Symbol;Acc:MGI:102525]
IsI2	–1.47	4.00E-08	ENSMUSG00000032318	Insulin related protein 2 (islet 2)[Source:MGI Symbol;Acc:MGI:109156]
Tbx20	–1.48	1.02E-02	ENSMUSG00000031965	T-box 20 [Source:MGI Symbol;Acc:MGI:1888496]
Irx2	–1.51	6.26E-05	ENSMUSG00000001504	Iroquois homeobox 2[Source:MGI Symbol;Acc:MGI:1197526]
Pou4f2	–1.88	1.561-20	ENSMUSG00000031688	POU domain, class4, transcription factor 2 [Source:MGI Symbol;Acc:MGI:102524]
Irx4	–2.36	1.02E-14	ENSMUSG00000021604	Iroguois homeobox 4 [Source:MGI Symbol;Acc:MGI:1355275]

*Transcription factors were selected by adjusted *p*-value < 0.05, |log_2_FoldChange| > 0 and FPKM > 0.*

### Reversal of Injury Induced DEGs by Acupuncture Treatments

To study the effect of acupuncture treatment after ONC injury, we performed acupuncture treatments 3 times after ONC at acupoint GB20 (Fengchi), BL1 (Jingming) or sham point GV16 (Fengfu) (Figure 1B), respectively. 

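Of the 184 genes that rose after ONC, 37 were reversed and 5 enhanced in GB20-treated retina at an unadjusted p under 0.05 from edgeR, the threshold of Fig. 4. In BL1-treated retina 12 were reversed and 18 enhanced, and in GV16-treated retina 17 were reversed and 47 enhanced. At a p adjusted over all genes, 0 were reversed or enhanced in ONC-F and in ONC-J, and 6 were reversed and 27 enhanced in ONC-S. The genes named here were picked after their values were seen, and they are not in every case those with the smallest p. Among risen genes that were reversed, Rnf213 had the smallest p in ONC-F and in ONC-J (unadjusted p = 6.94e-05 and 0.000421 from edgeR). In ONC-F, Arid5a had a log2 fold change against ONC of -0.40 (standard error 0.10, unadjusted p = 0.000619 from edgeR), Fosl2 of -0.39 (unadjusted p = 0.00845) and Hspb1, a small heat shock protein of injured neurons, of -0.48 (unadjusted p = 0.0051). As a list, the 21 genes of axon injury and regeneration were not called in ONC-F against ONC (0 members called by edgeR and 0 when adjusted over the list alone, median -0.12, camera adjusted p = 0.25). In ONC-J, Timp1, an inhibitor of matrix proteases, had -1.61 (standard error 0.46, unadjusted p = 0.00256), and Atf3 had 0.50 in the direction of injury (unadjusted p = 0.0012). In ONC-S, Slc7a1 and Slc7a5, which carry basic and large neutral amino acids, rose further by 1.17 (standard error 0.15, adjusted p = 7.03e-05 from edgeR) and 0.76 (standard error 0.11, adjusted p = 0.000173). Without ONC-F replicate 1, 2 and 3, 30, 21 and 18 of the risen genes were reversed and 0, 3 and 17 enhanced in ONC-F, and without ONC replicate 1, 2 and 3 the numbers were 87 and 2, 17 and 2, and 33 and 3. In ONC-J they were 53 and 11, 6 and 9, and 19 and 12 without ONC replicate 1, 2 and 3, and 8 and 25 without ONC-J replicate 3, and in ONC-S they were 63 and 34, 9 and 30, and 22 and 30 without ONC replicate 1, 2 and 3. With DESeq2 on 6 libraries over the 436 genes of the paper, the counts of risen genes equal those of Fig. 4. They were 20 and 6 in ONC-F, 11 and 24 in ONC-J and 14 and 52 in ONC-S.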

RNA-seq analysis showed that among the injury induced up-regulated DEGs, 20 DEGs were reversed by GB20 treatment with only 6 DEGs further up-regulated (Figure 4A), the reversal DEG number was 11 in BL1 and 14 in GV16 treatments, however, both BL1 and GV16 treatments further up-regulated even more DEGs, which was 24 in BL1 and 52 in GV16 (Figures 4B,C). Among the injury induced down-regulated DEGs, 21 DEGs were reversed by GB20 treatment without further down-regulated DEGs (Figure 4D), the reversal DEG number was 19 in BL1 with only 2 DEGs further down-regulated (Figure 4E), however, in GV16 treatments, the reversal number is 32 vs. 42 further down-regulated DEGs (Figure 4F). 

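Of the 223 genes that fell after ONC, 42 were reversed and 0 enhanced in GB20-treated retina at an unadjusted p under 0.05 from edgeR. In BL1-treated retina 17 were reversed and 1 enhanced, and in GV16-treated retina 31 were reversed and 35 enhanced. At a p adjusted over all genes, 0 were reversed in ONC-F, 2 in ONC-J and 12 in ONC-S, and 20 were enhanced in ONC-S. In ONC-F, Mt3, a metallothionein of neurons, and Tubb3 had log2 fold changes against ONC of 0.72 and 0.27 (unadjusted p = 6.87e-05 and 0.00846, adjusted p = 0.112 and 0.443 from edgeR). In ONC-J, Slc6a13, a GABA transporter, rose by 1.06 (standard error 0.17, adjusted p = 0.0146 from edgeR) after a fall by 0.78 with injury. In ONC-S, Nefm, the medium neurofilament, rose by 0.28 (standard error 0.06, adjusted p = 0.0024), and Rian, a long noncoding RNA, fell by a further 0.50 (standard error 0.05, adjusted p = 1.02e-05). Without ONC-F replicate 1, 2 and 3, 66, 49 and 9 of the fallen genes were reversed and 0, 0 and 5 enhanced in ONC-F. Without ONC replicate 3, 7 were reversed and 0 enhanced in ONC-J, and in ONC-S 26 and 19, 21 and 16, and 19 and 19 were reversed and enhanced without ONC replicate 1, 2 and 3, and 21 and 36, 25 and 32, and 31 and 25 without ONC-S replicate 1, 2 and 3. Over genes called against WT in the other 2 treated groups, risen and fallen together, 46 were reversed and 64 enhanced in ONC-F, 5 and 67 in ONC-J, and 25 and 109 in ONC-S. These sets of 559, 334 and 334 genes were not required to change after ONC alone, so a change shared by treated groups counts as enhanced. The same ONC libraries enter the injury and the treatment comparison, so a gene that is high in them by chance counts as raised by injury and as reversed. In 90 simulated groups with no treatment effect and independent genes, 60 to 91 genes were reversed and 6 to 21 enhanced, among 731 to 824 injury genes. In 90 simulated groups that kept the deviations of whole libraries, 1 to 476 were reversed and 0 to 63 enhanced, among 421 to 1640. These deviations came from all 15 libraries, ONC-F replicate 3 included, so they may hold a response to treatment. As a share of the injury genes, 19.4% were reversed in ONC-F, 7.1% in ONC-J and 11.8% in ONC-S. Simulated shares were 7.71% to 11.8% with independent genes and 0.198% to 30.0% with deviations of whole libraries. The shares were added after the counts had been seen. With DESeq2 on 6 libraries over the 436 genes of the paper, the counts of fallen genes equal those of Fig. 4. Reversed and enhanced were 21 and 0 in ONC-F, 19 and 2 in ONC-J and 32 and 42 in ONC-S.

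**Figure D3:**
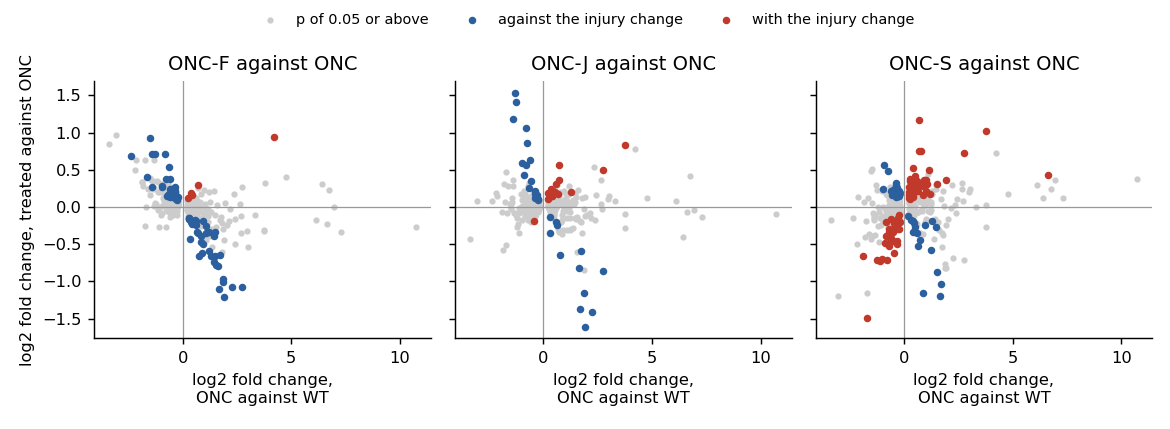
Log2 fold change of each treated group against ONC (y axis) over the log2 fold change of ONC against WT (x axis), for the 407 genes called in ONC against WT, in 3 panels for ONC-F, ONC-J and ONC-S. Blue points went against the injury change and red points with it at an unadjusted p under 0.05 from edgeR, 79 and 5 in ONC-F, 29 and 19 in ONC-J, and 48 and 82 in ONC-S, and grey points had a larger p.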

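The injury genes of the paper's Table S1 and those called here largely coincide and always share direction. Of its 436 genes, 348 were also called here, all 348 in the same direction, 88 were not called and 59 genes were called here alone. The genes called in both include Stmn4, at 55.3 ± 0.711 CPM in ONC and 23.1 ± 2.97 CPM in WT (SD, n = 3 each), and Rbpms, an RNA-binding protein used as a marker of RGCs, at 14.7 ± 0.477 and 25.7 ± 2.38 CPM. With DESeq2 on the 6 libraries of the comparison, 435 of the 436 were called. For all 436 genes, the 5 group means of the table lie within 1% of the means of the deposited FPKM values, with a largest difference of 0.000488%. The reversal percentages of the table are written as ratios in which a negative value stands for a change against injury. Such values are given for 332 genes in ONC-F, 258 in ONC-J and 180 in ONC-S, and the medians, taken as positive for reversal, are 16.3%, 4.06% and -6.56%. By sign alone, 317 of the 407 genes called here went against injury in ONC-F (77.9%), 241 in ONC-J (59.2%) and 165 in ONC-S (40.5%). These genes were chosen on the same ONC libraries, and simulated groups with no treatment effect gave 64.1% to 70.6% with independent genes and 36.0% to 91.4% with deviations of whole libraries. Over genes called against WT in the other 2 treated groups the values were 50.4%, 34.4% and 26.9%, and without ONC-F replicate 3 that of ONC-F was 57.5% over the 407 genes. The genes of the other 2 groups were not required to change after ONC alone, so a change shared by treated groups lowers the values over them.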

The average FPKM values of the 436 DEGs of all sample groups and the reversal percentages of all the DEGs after BL1, GB20, and GV16 treatments were listed in Supplementary Table S1.

**FIGURE 4:**
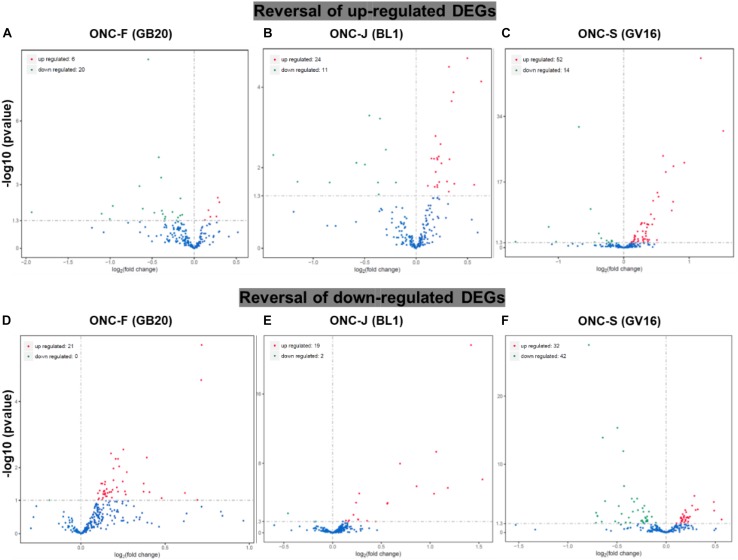
Reversal of DEGs by acupuncture treatment after ONC injury. **(A–C)** Volcano map shows the reversal of up-regulated DEGs induced by ONC injury after acupuncture treatments at acupoint BL1, GB20, and GV16 (Sham control site). **(D–F)** Volcano map shows the reversal of down-regulated DEGs induced by ONC injury after acupuncture treatments at acupoint BL1, GB20, and GV16. *p* value < 0.05.

### Validation DEGs With qRT-PCR

To verify the reliability of RNA-seq result, we selected four important TFs reported to be upregulated after axon injury (Jun, Ddit3, Atf3, and Sox11) (Hu et al., 2012; Fagoe et al., 2015; Holland et al., 2016; Huang et al., 2017; Lu et al., 2017; Norsworthy et al., 2017; Struebing et al., 2017; Li et al., 2018; Wong et al., 2018) to perform qRT-PCR test. Results showed that all the four TFs were significantly upregulated after ONC injury (Figures 5A–D), consistent with previous reports. We then also test the DEGs expression reversed by acupuncture treatment. Results showed that expression of Penk (Preproenkephalin) and Mt3 (Metallothionein-3) were significantly decreased after ONC injury, Penk was reversed by BL1 (ONC-J) treatment and Mt3 was reversed by GB20 (ONC-F) treatment, while sham treatment GV16 (ONC-S) had no effect on expression reversal of both candidate DEGs (Figures 5E,F). Expression of Klf6 (Kruppel-like factor 6) and Nav1 (neuron navigator 1) were significantly increased after ONC injury and only GB20 treatment reversed and decreased the expression of candidate genes, while BL1 treatment had no effect on expression change and GV16 sham treatment further increased the expression of candidate genes (Figures 5G,H). All these qRT-PCR results were consistent with RNA-seq analysis and demonstrated that acupuncture treatment regulated retinal transcriptome after ONC injury.

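In the RNA-seq libraries, Penk, the precursor of enkephalin peptides, fell after ONC and rose in BL1-treated retina. Penk (ENSMUSG00000045573, chromosome 4 of mm10, 4133531 to 4138819) was at 27.1 ± 4.29 CPM in WT, 11.3 ± 0.866 in ONC, 18.4 ± 4.71 in ONC-F, 30.1 ± 5.85 in ONC-J and 13.2 ± 5.11 in ONC-S (SD, n = 3 each). It fell by 1.27 on the log2 scale after injury (adjusted p = 0.00161 from edgeR) and rose by 1.42 in ONC-J against ONC (standard error 0.22, adjusted p = 0.0125). In ONC-F it rose by 0.715 (unadjusted p = 0.00454, adjusted p = 0.395 from edgeR). Mt3 (ENSMUSG00000031760, chromosome 8, 94152607 to 94154146), which binds zinc and copper, was at 17.7 ± 1.91, 10.3 ± 1.37, 16.8 ± 1.81, 15.1 ± 2.20 and 9.28 ± 1.70 CPM in the same order. It fell after injury (adjusted p = 0.0022), and against ONC its adjusted p was 0.112 in ONC-F, 0.147 in ONC-J and 0.591 in ONC-S (edgeR), and it was called in ONC-F with the replicate number as a block and with DESeq2. Its unadjusted p was 6.87e-05 in ONC-F and 0.000816 in ONC-J (edgeR). At the unadjusted threshold of Fig. 4, Penk and Mt3 were thus each reversed in both ONC-F and ONC-J. Klf6 (ENSMUSG00000000078), a zinc finger factor, rose after injury from 20.9 ± 0.768 to 28.6 ± 4.54 CPM (adjusted p = 0.0366) and was at 24.96 ± 1.52 CPM in ONC-F, 26.7 ± 3.40 in ONC-J and 30.4 ± 3.90 in ONC-S. Nav1 (ENSMUSG00000009418), a microtubule-associated protein, rose from 119 ± 3.49 to 142 ± 4.03 CPM (adjusted p = 0.023) and was at 131 ± 9.68, 146 ± 7.80 and 156 ± 10.4 CPM in the treated groups. Against ONC, the adjusted p of Klf6 was 0.678, 0.89 and 0.684, and that of Nav1 was 0.624, 0.934 and 0.147 (edgeR). The unadjusted p was 0.0941 for Klf6 and 0.0549 for Nav1 in ONC-F, and 0.037 for Nav1 in ONC-S. Sox11 and Jun did not differ from ONC at an adjusted p under 0.05 in any treated group. Atf3 and Ddit3 were higher in ONC-S than in ONC, by 0.73 (standard error 0.13, adjusted p = 0.000887) and 0.29 (standard error 0.07, adjusted p = 0.00891).

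**Figure D4:**
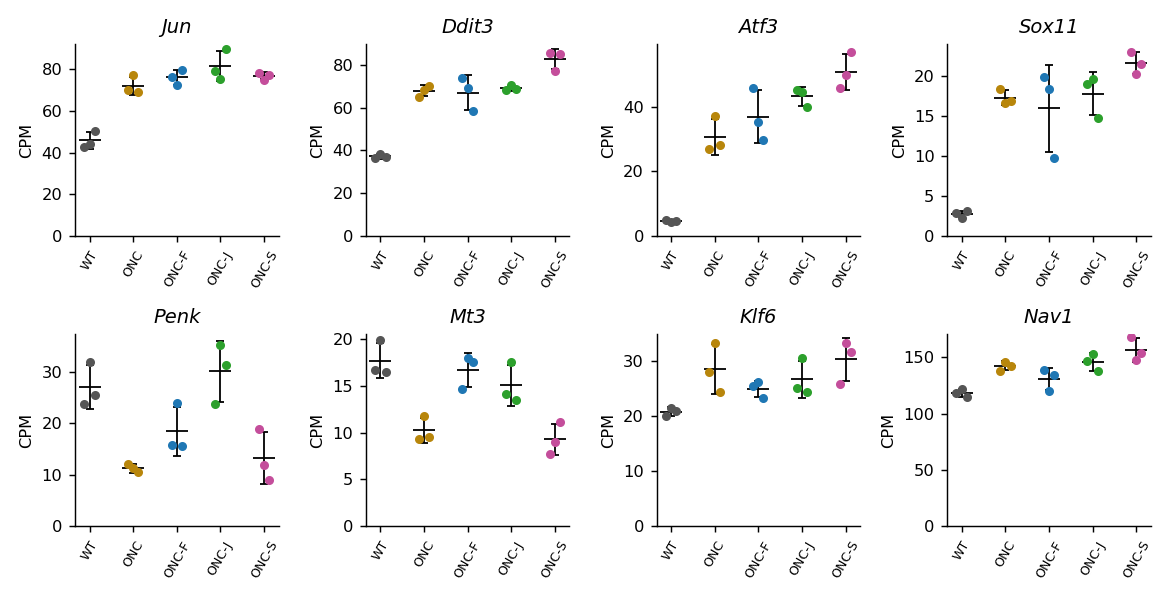
CPM of the genes of Fig. 5 per library, by group, with the mean and SD of the 3 libraries of each group. Penk lies at 11.3 CPM in ONC and 30.1 CPM in ONC-J.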

**FIGURE 5:**
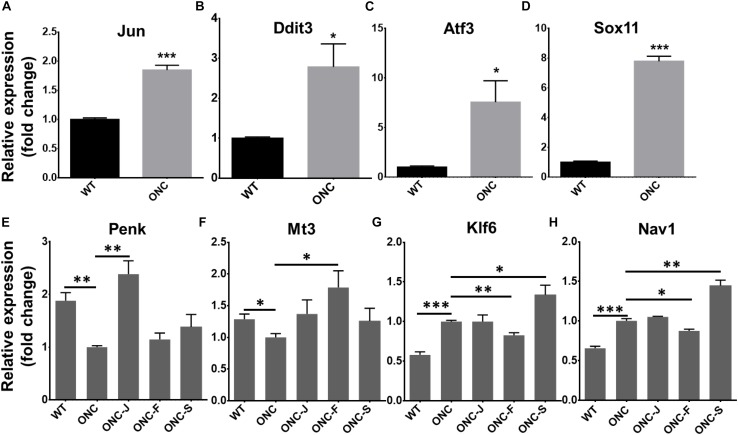
Validation of selected TFs and DEGs with qRT-PCR. **(A–D)** Statistical graph shows fold change of TFs mRNA expression, normalized to GAPDH level. **(E–H)** Statistical graph shows fold change of mRNA expression of DEGs reversed by acupuncture treatment, normalized to GAPDH level. Data are represented as means ± SEM; *n* = 3; ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001.

### Acupuncture Treatment Promote RGC Survival

Finally, to test how acupuncture treatment affected actual survival of RCGs after ONC, we collected and immunostained the retinas after ONC alone and ONC with acupuncture treatment at acupoints BL1, GB20, and sham control acupoint GV16. Retinas were co-stained with RGC specific marker-RBPMS and neuron specific marker-Tuj1. Results showed that GB20 acupoint treatment slightly increased RGC survival after optic nerve injury. 27% of RCGs survived in GB20 acupuncture condition, while only 18% survived under ONC alone. BL1 and GV16 had no significant effect on RGC survival, which was 18 and 22%, respectively (Figure 6). Thus, ONC with acupoint GB20 treatment resulted in 9% more RCGs surviving compared to ONC alone.

**FIGURE 6:**
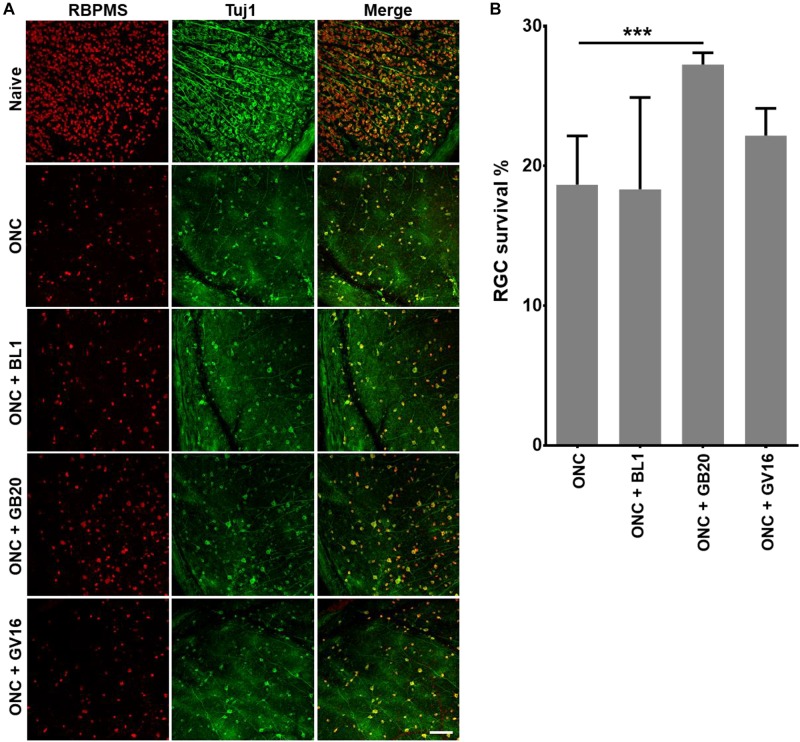
Promotion of RGC survival by acupuncture treatment. **(A)** Confocal images showing the co-staining of RGC with antibodies of RBMPS (RGC specific marker) and Tuj1 (neuron specific marker). **(B)** Statistical analysis of survival RGC percentage relative to intact naïve retina. Data are represented as means ± SEM; *n* = 5; ^∗∗∗^*p* < 0.001.

## Discussion

In this study, we performed RNA-seq analysis of retinal transcriptome 2 days after ONC.

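After ONC, 5 of 19 p53 targets and apoptosis genes, 5 of 20 cytoplasmic tRNA synthetases and 5 of 19 amino acid transporters rose, and 0 of 18 chaperones of the ER were called. Of the p53 targets and apoptosis genes, 5 rose and 0 fell (7 rose when adjusted over the list alone), with a median log2 fold change of 0.17 (camera, adjusted p = 1.15e-10, and adjusted p = 0.0101 with an estimated correlation). Cdkn1a, the cell cycle inhibitor p21, rose from 2.07 ± 1.10 to 12.8 ± 1.43 CPM (SD, n = 3 each), Sesn2, a stress-induced inhibitor of mTORC1, from 18.7 ± 1.74 to 35.0 ± 1.12 CPM, and Bcl2l11, or BIM, which promotes apoptosis, from 20.4 ± 0.863 to 28.8 ± 1.40 CPM. The others are Hrk and Bbc3, which belong with Bcl2l11 to the pro-apoptotic BH3-only proteins. Of the 18 ER chaperones under ATF6 and XBP1, 0 were called by edgeR and 0 when adjusted over the list alone, with a median of -0.01 (camera, adjusted p = 0.241). Hsp90b1, one of these chaperones, had an unadjusted p of 0.0154 and an adjusted p of 0.263 from edgeR. Of the 20 synthetases, 5 rose (8 when adjusted over the list alone, median 0.16, camera adjusted p = 7.21e-09, and adjusted p = 0.283 with an estimated correlation), and Sars rose by 0.43 (standard error 0.06). Of the 19 transporters, 5 rose (6 when adjusted over the list alone, median 0.14, camera adjusted p = 3.69e-06, and adjusted p = 0.0588 with an estimated correlation), and Slc1a4 rose by 0.79 (standard error 0.12). Of 13 components of the DLK-JNK-JUN pathway, 1 rose, Jun, and 1 fell, Mapk10, or JNK3, by 0.31 on the log2 scale (standard error 0.06, adjusted p = 0.00412 from edgeR). The median of that list was 0.01 (2 rose and 2 fell when adjusted over the list alone, camera adjusted p = 0.837). The lists of this paragraph were also written after the paper's tables had been read, which hold Hrk, Cdkn1a and Jun among others. Their direction after ONC is therefore not independent evidence.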

Axotomy injury induced both upregulation and downregulation of more than eight hundred genes, including many pro-apoptotic molecules and ER stress pathway molecules. Our previous studies showed that both traumatic and chronic neuron injury resulted in activation of PERK-eIF2α-ATF4-CHOP pathway or downregulating activity of PI3K-AKT-mTOR pathways, while manipulated these pathways and reversed the injury induced changes resulted in neuroprotection and increased RGC survival (Park et al., 2008; Miao et al., 2016; Yang et al., 2016; Huang et al., 2017, 2019). DLK-JNK-JUN pathway is another important pathway activated by axon injury and knockdown this pathway also resulted in neuroprotection (Kim et al., 2016; Syc-Mazurek et al., 2017b).

In Traditional Chinese Medicine, acupuncture has been broadly used for treatment of ocular diseases. GB20 and BL1 are the most common acupoints for ocular disease treatment. However, BL1 acupoint is too close to the eyeball and it’s difficult to handle during clinical practice, and it is the same in mouse acupuncture treatment (Figure 1); GB20 acupoint has many muscles surrounded and it is easy to perform needling at this acupoint. RNA-seq analysis revealed that acupuncture treatment at GB20 reversed the expression of 41 genes and only 6 genes were regulated toward the same direction induced by ONC injury (Figures 4A,D). 

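In GB20-treated retina, 1 gene was called against ONC by edgeR, Ebpl. Ebpl (ENSMUSG00000021928, chromosome 14 of mm10, 61331742 to 61360439), a relative of a sterol isomerase, rose from 135 ± 5.31 to 208 ± 14.9 CPM (SD, n = 3 each), a log2 fold change of 0.62 (standard error 0.09, adjusted p = 0.0306 from edgeR). It was not called without ONC replicate 2 or 3, or without ONC-F replicate 1 or 3. At an unadjusted p under 0.05, 1569 genes differed, DESeq2 called 42 genes on the 6 libraries and 25 on all 15, and edgeR called 10 with the replicate number as a block. Of the injury genes, 79 were reversed and 5 enhanced at an unadjusted p under 0.05. Those enhanced are the amino acid transporter subunits Slc7a5 and Slc3a2, the creatine transporter Slc6a8, the adhesion protein Zyx and the peptide Adm2. As a list, RGC markers were higher than in ONC (median 0.13, camera adjusted p = 0.000283, adjusted p = 0.508 with an estimated correlation, and adjusted p = 0.748 without ONC-F replicate 3), with 0 members called by edgeR. Their score was -0.82, -0.74 and -0.42 in ONC-F replicate 1, 2 and 3, and -0.83 to -0.76 in the ONC libraries. Lists of reactive gliosis (median -0.59, camera adjusted p = 8.83e-05), microglia and macrophages (-0.28, adjusted p = 0.000153) and interferon response (-0.36, adjusted p = 0.000376) were lower, and their adjusted p values were 0.563, 0.508 and 0.535 with an estimated correlation and 0.703, 0.903 and 0.61 without ONC replicate 2. The gliosis scores of the ONC-F libraries lay between those of ONC replicates 1 and 3. Rod markers were higher (median 0.11, camera adjusted p = 5.9e-06, adjusted p = 0.432 with an estimated correlation, and adjusted p = 0.082 without ONC replicate 2). So were retinal pigment epithelium markers (median 0.34, adjusted p = 0.00667, adjusted p = 0.491 with an estimated correlation, and adjusted p = 0.0593 and 0.169 without ONC replicate 2 and ONC-F replicate 3). In all, 15 lists were called by camera, with 0 members called by edgeR in any, and 0 lists with an estimated correlation. The others were higher for tRNA synthetases, axon and neuronal cytoskeleton, cholesterol synthesis, NRF2 targets, glucocorticoid-responsive genes and mitochondrially encoded mRNAs and lower for focal adhesion, immediate early genes and circadian clock output (adjusted p = 0.000569 to 0.0206, and adjusted p = 0.0588 to 0.625 with an estimated correlation). In ONC-F replicate 3, Ecel1, which rose after ONC, was at 17.5 against 38.2 and 30.1 CPM in replicates 1 and 2, and Sncg, which fell, at 41.9 against 25.5 and 28.6 CPM, while Jun was at 79.45 against 76.2 and 72.6 CPM and Gfap at 54.55 against 47.5 and 47.7 CPM. Without that library 27 injury genes were reversed and 22 enhanced, and without ONC replicate 1 and 2 they were 117 and 2, and 47 and 2.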

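In BL1-treated retina, 20 genes were higher and 4 lower than in ONC at an adjusted p under 0.05 from edgeR. Besides Penk and Slc6a13, the injury genes among them, they include Etnppl, an enzyme of phospholipid metabolism in astrocytes, with a log2 fold change of 1.40 (standard error 0.24, adjusted p = 0.0217), and Fam107a, an actin-associated protein, with 1.27 (standard error 0.21, adjusted p = 0.0146). Cldn1, a tight junction protein, was at 5.2 ± 0.0687 CPM in ONC-J and 2.03 ± 0.424 CPM in ONC (SD, n = 3 each), and Odc1, the first enzyme of polyamine synthesis, rose by 0.48 (standard error 0.08, adjusted p = 0.0214). Of the p53 list 1 gene rose, Sesn1, a sestrin, by 0.40 (standard error 0.07, adjusted p = 0.0244). The 4 lower genes, Gm7336, Oaz1-ps, Gm28437 and Hmgb1-ps2, are annotated as pseudogenes, which may share reads with their parent genes, so these values are uncertain. Of the gene lists, 9 were called by camera, with 0 members called by edgeR in any. Glucocorticoid-responsive genes were higher (median 0.245, adjusted p = 4.79e-06, and adjusted p = 0.022 with an estimated correlation). Their score was 0.495, 0.801 and 0.146 in ONC-J replicate 1, 2 and 3, and 0.038 to 0.129 in the ONC libraries. The integrated stress response, amino acid transporters, the DLK-JNK-JUN pathway, axon and neuronal cytoskeleton, NRF2 targets, rod markers and retinal pigment epithelium markers were also higher and the interferon response lower (adjusted p = 0.00046 to 0.0429, and adjusted p = 0.283 to 0.665 with an estimated correlation), and each of these was lost without at least 1 single library. At an unadjusted p under 0.05, 1605 genes differed. Of the injury genes, 29 were reversed and 19 enhanced at that threshold. Without ONC replicate 1 the counts were 66 and 12, without ONC replicate 2 they were 21 and 10, without ONC replicate 3 they were 26 and 12, and without ONC-J replicate 3 they were 21 and 27. Reversed in both ONC-J and ONC-F were 21 genes. Independent lists of these sizes would share 5.63, a value that leaves out that both groups were compared with the same ONC libraries. Pairs of simulated groups with no effect, compared with the same ONC libraries, shared 16 to 38 reversed genes with independent genes. With deviations of whole libraries they shared 0 to 279. The observed 21 lies within both ranges, though the simulations called more injury genes than were observed. The number of genes called was 13, 7 and 2 without ONC replicate 1, 2 and 3, and 5 and 61 without ONC-J replicate 2 and 3, DESeq2 called 98 on the 6 libraries, and edgeR called 48 with the replicate number as a block.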

In BL1 acupoint treatment, 43 genes were reversed, and 13 genes were regulated toward the same direction induced by ONC injury (Figures 4B,E). 

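More genes were called against ONC in GV16-treated retina, 2791, than in GB20-treated (1) or BL1-treated retina (24). The ONC-S samples were deposited apart from the others and no batch is stated, so a batch cannot be told apart from a treatment effect. In ONC-S, 1464 genes were higher and 1327 lower than in ONC at an adjusted p under 0.05 from edgeR, with a median change of 0.33 in size on the log2 scale. Of 20 components of the PI3K-AKT-mTOR pathway, 8 rose and 1 fell (10 and 1 when adjusted over the list alone, median 0.13, camera adjusted p = 0.0014, and adjusted p = 0.0422 with an estimated correlation), and Rptor, of mTORC1, and Igf1r, a growth factor receptor, rose by 0.32 and 0.38. No other list was called in ONC-S against ONC with an estimated correlation. Of 9 glucocorticoid-responsive genes 5 rose (5 when adjusted over the list alone, median 0.35, adjusted p = 0.0104, and adjusted p = 0.179 with an estimated correlation). Of 14 NRF2 targets and metallothioneins 7 rose and 1 fell (7 and 1 when adjusted over the list alone, median 0.12, adjusted p = 0.0401, adjusted p = 0.515 with an estimated correlation, and adjusted p = 0.0698 to 0.12 without ONC replicate 1 or 3 or ONC-S replicate 2 or 3). Of 19 amino acid transporters, 9 rose and 0 fell (10 rose when adjusted over the list alone, median 0.17, camera adjusted p = 1.36e-05, and adjusted p = 0.0673 with an estimated correlation). Of 20 cytoplasmic tRNA synthetases, 9 rose and 2 fell (the same numbers when adjusted over the list alone, median 0.15, adjusted p = 2.58e-05, and adjusted p = 0.449 with an estimated correlation), with Iars, for isoleucine, at 142 ± 9.84 CPM in ONC-S and 83.2 ± 3.84 CPM in ONC (SD, n = 3 each). Of 25 genes of the integrated stress response, 8 rose and 0 fell (8 when adjusted over the list alone, median 0.16, adjusted p = 2.98e-05, and adjusted p = 0.373 with an estimated correlation), with Mthfd2, of mitochondrial folate metabolism, at 37.6 ± 6.02 and 13.1 ± 1.43 CPM. Atf4 rose by 0.45 (standard error 0.09, adjusted p = 0.00261 from edgeR). Of the injury genes, 48 were reversed and 82 enhanced at an unadjusted p under 0.05, and 18 and 47 at a p adjusted over all genes. Among all 19259 tested genes, 5428 differed from ONC at an unadjusted p under 0.05 and 2791 at an adjusted p. The RGC markers did not move as a list (median -0.04, with the test pointing up, camera adjusted p = 0.837), and 2 of its 20 members rose (1 when adjusted over the list alone). Of 31 genes of the axon and neuronal cytoskeleton, 5 rose and 1 fell (8 and 1 when adjusted over the list alone, median 0.085, adjusted p = 0.0155, adjusted p = 0.515 with an estimated correlation, and adjusted p = 0.0539 without ONC-S replicate 1). Marker lists of other cells were also called by camera. The lens crystallins and lens markers had a median of -3.61, with 0 of 13 called by edgeR (adjusted p = 0.0468, adjusted p = 0.781 with an estimated correlation, and adjusted p = 0.0539 to 0.155 without any single library except ONC replicate 3). RPE markers had a median of -0.48 (adjusted p = 0.0199, adjusted p = 0.515 with an estimated correlation, and adjusted p = 0.063 and 0.116 without ONC replicate 3 and ONC-S replicate 3) and cone markers of -0.20 (adjusted p = 0.00814, and adjusted p = 0.33 with an estimated correlation). Without ONC replicate 1, 2 and 3, 89, 30 and 41 injury genes were reversed and 53, 46 and 49 enhanced. The number of called genes was 1724 and 1803 without ONC replicate 2 and 3, and 1722 without ONC-S replicate 2, and without ONC-S replicate 1 it was 1034 higher and 1046 lower.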

Although sham treatment at GV16 also reversed 46 genes, 94 genes were regulated toward the same direction induced by ONC injury (Figures 4C,F). As in qRT-PCR results, sham treatment further increased Klf6 and Nav1 expression which were already increased by ONC injury (Figures 5G,H). Therefore, only GB20 treatment had the best overall reversal effect on DEGs expression, and GB20’s sham control GV16 treatment had no overall reversal effect at all, in contrast, sham treatment further enhanced the expression states induced by ONC injury. 

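Of the 407 injury genes, 80 were less changed in GB20-treated and 53 in BL1-treated retina than in GV16-treated retina, 4 and 10 were more changed and the others were not called. Over all 19259 tested genes, 2816 were called between ONC-F and ONC-S and 2484 between ONC-J and ONC-S. The ONC-S samples were deposited apart from the others and no batch is stated. A batch of ONC-S and an effect of needling at GV16 therefore cannot be told apart. An injury score was computed per library, the mean log2 CPM of the genes that rose after ONC minus that of those that fell, scaled to a mean of 0 in WT and 100 in ONC. It was 86.4 ± 15.6 in ONC-F, 95.5 ± 3.47 in ONC-J and 106 ± 4.64 in ONC-S (SD, n = 3 each), with 100 ± 3.97 in ONC. The differences from ONC were -13.6, -4.51 and 5.68, with p = 0.3, 0.3 and 0.2 (exact two-sided permutation tests, in which 3 libraries against 3 allow no p below 0.1). In ONC-F, the 3 libraries scored 99.3, 90.8 and 69.1, and without the third the mean was 95.1. Of the 407 genes, 84 differed between ONC-F and ONC-S at an adjusted p under 0.05 from edgeR, 80 of them less injured in ONC-F and 4 more (92 and 9 when adjusted over the list alone). Between ONC-J and ONC-S, 63 differed, 53 of them less injured in ONC-J and 10 more (54 and 13 when adjusted over the list alone), and 36 to 39 differed without ONC-S replicate 2 or 3 or ONC-J replicate 3. Between ONC-F and ONC-J, 0 were called by edgeR (1, more injured in ONC-F, when adjusted over the list alone), and at an unadjusted p under 0.05, 28 were less and 6 more injured in ONC-F. The score differed by -19.28 between ONC-F and ONC-S and by -10.19 between ONC-J and ONC-S (p = 0.1 each), and by -9.09 between ONC-F and ONC-J (p = 0.5, exact two-sided permutation tests). Scored over genes called in the other 2 treated groups against WT, which leaves the ONC libraries out of the choice of genes, the differences from ONC were 2.44 in ONC-F, 11.2 in ONC-J and 19.5 in ONC-S, with p = 0.8, 0.1 and 0.1 (exact permutation tests). Those genes were not required to change after ONC alone, so a change shared by treated groups raises the score over them. From the numbers of genes reversed and moved further and its qRT-PCR of Klf6 and Nav1, the paper concludes that GB20 treatment had the best overall reversal, and that the sham treatment had none and moved expression further in the direction of injury. It then takes the higher RGC survival with GB20, from immunostaining, as evidence that the reversal was protective.

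**Figure D5:**
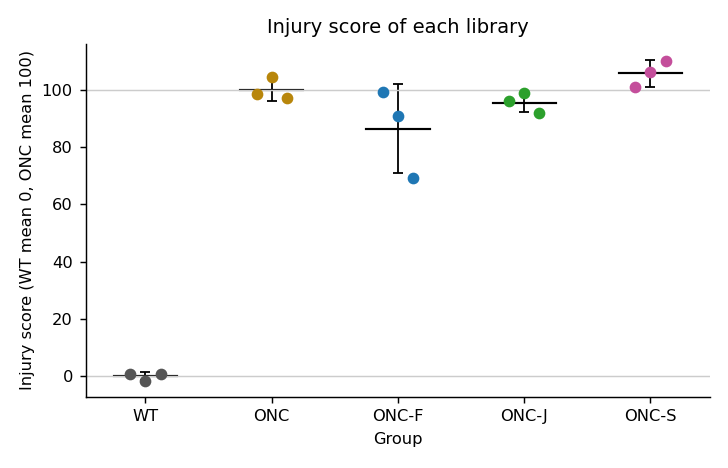
Injury score per library (y axis, scaled to 0 for the WT mean and 100 for the ONC mean) by group, with the mean and SD of 3 libraries. ONC-F libraries lie at 69.1 to 99.3 and ONC-S libraries at 101 to 110.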

What is more, the promotion of RGC survival by GB20 treatment confirmed the neuroprotection effect of DEG reversal (Figure 6B).

Among these reversal DEG candidates, Mt3 plays an important role in ocular neovascularization and its deficiency will exacerbate retinal degeneration (Tsuruma et al., 2012; Choi et al., 2013); Fbn1 (fibrillin 1) expression is required for eye development and its mutation is associated with macular degeneration (Hubmacher et al., 2014; Ratnapriya et al., 2014), suggesting that acupuncture treatment may affect vascularization processes in the retina, and promote neuroprotective outcomes after ONC injury. 

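At an adjusted p under 0.05, Fbn1 was not called in any comparison with ONC or WT given here. The VEGF receptor Kdr was called lower in GV16-treated retina, with similar means in all 3 treated groups. Fbn1 (ENSMUSG00000027204, chromosome 2 of mm10, 125300594 to 125507993), which encodes fibrillin 1 of elastic microfibrils, was at 37.6 ± 7.02 CPM in WT, 26.9 ± 2.02 in ONC, 30.0 ± 3.67 in ONC-F, 43.2 ± 7.40 in ONC-J and 27.4 ± 7.80 in ONC-S (SD, n = 3 each). Its log2 fold change of ONC against WT was -0.48 (adjusted p = 0.197 from edgeR), and against ONC the adjusted p was 0.845 in ONC-F, 0.133 in ONC-J and 0.941 in ONC-S. Adjusted p values keep the order of unadjusted ones. In ONC-J, Mt3 had an adjusted p of 0.147 at an unadjusted p of 0.000816 (edgeR). Fbn1 in ONC-J therefore passed an unadjusted p under 0.05, the threshold of Fig. 4. Kdr (ENSMUSG00000062960), the main VEGF receptor of endothelial cells, was at 229 ± 25.4 CPM in ONC, 157 ± 20.4 in ONC-F, 153 ± 36.5 in ONC-J and 161 ± 12.7 in ONC-S. It fell by 0.51 on the log2 scale in ONC-S (standard error 0.13, adjusted p = 0.0101) and had -0.55 in ONC-F (adjusted p = 0.254) and -0.59 in ONC-J (adjusted p = 0.0914). Other genes with these adjusted p values from edgeR had unadjusted p values of 0.00067 in ONC-S (Clic4), 0.000313 in ONC-F (Odc1) and 0.000166 in ONC-J (Slc26a4). Kdr therefore passed the threshold of Fig. 4 in all 3 treated groups, and its call in ONC-S alone does not mean a stronger change there. Flt1, another VEGF receptor, rose in ONC-S by 0.49 (standard error 0.06, adjusted p = 7.37e-05), and Acta2, the actin of smooth muscle and pericytes, fell by 2.09 (standard error 0.27, adjusted p = 7.94e-05). Of 12 markers of endothelial cells and pericytes, 1 rose and 3 fell in ONC-S (1 and 5 when adjusted over the list alone, median -0.32, camera adjusted p = 0.138, so the list was not called), and 0 were called by edgeR in ONC-F (adjusted p = 0.186), in ONC-J (adjusted p = 0.225) or after ONC alone (median 0.08, adjusted p = 0.575).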

Intriguingly, the site of acupoint GB20 is at the back of the neck, far from the site of eyes, while needling and stimulation at this point surprisingly has effect on regulation of retina gene expression, which explains why many clinical practices choose GB20 site to cure ocular diseases. At last, it is possible that acupuncture treatments relay electrical signal via dorsal root ganglion (DRG) and spinal cord, finally regulate ocular blood flow since many groups reported that acupuncture treatment improved eye blood flow in open-angle glaucoma patients (Leszczynska et al., 2018; Vanzini and Gallamini, 2018). It is reported that acupuncture treatment also regulated expression of nerve growth factor and brain-derived neurotrophic factor in retina (Pagani et al., 2006) which may regulate retinal gene expression and provide neuroprotection. Since GB20 treatment slightly increase RGC survival, next we will investigate the detail mechanism under GB20’s involvement in RGC protection.

## Materials and Methods

### Animals

We perform experiments in 6 weeks old C57BL/6 mice. All animal procedures were performed in accordance with the National Institute of Health guidelines. The protocol was approved by the Animal Care and Use Committee of Peking University.

### Optic Nerve Crush

Mice were anesthetized by xylazine and ketamine based on their body weight (0.01 mg xylazine/g + 0.08 mg ketamine/g). Optic nerves of both sides were sequentially exposed intraorbitally and crushed with a jeweler’s forceps (Dumont #5; Fine Science Tools) for 2 s approximately 0.5 mm behind the eyeball. Care was taken not to damage the underlying ophthalmic artery. Erythromycin Eye Ointment was applied to protect the cornea after surgery.

### Acupuncture Treatment

After optic nerves crush injury, mice were anesthetized by xylazine and ketamine based on their body weight (0.01 mg xylazine/g + 0.08 mg ketamine/g) before acupuncture treatment at acupoint GB20 or BL1 at both sides, respectively. The depth of the acupuncture needling is around 2mm. The duration of acupuncture treatment was 20 min. We then gave another two acupuncture treatments every 24 h.

### RNA Preparation

Mice were randomly divided into four groups (3 mice/group). Experiments were repeated for 3 times. Briefly, in each replicate, mice were sacrificed 2 days after ONC injury, and retinas were dissected out in HBSS buffer (Cellgro) immediately. Retinas were then homogenized with TRIzol Reagent (Thermo Fisher Scientific), and total RNA was extracted from the homogenized mixture according to the reagent instructions. RNA purity was checked using the NanoPhotometer^®^ spectrophotometer (IMPLEN). RNA concentration was measured using Qubit^®^ RNA Assay Kit in Qubit^®^ 2.0 Flurometer (Life Technologies). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies).

### Library Preparation and Sequencing

About 3000 ng total RNA generated from each group was used for RNA-seq, which was done at Novogene, Inc. Briefly, RNA samples from three biological replicates went through mRNA purification with poly-T oligo-attached magnetic beads. Sequencing libraries were generated using NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. The library fragments were purified with AMPure XP system (Beckman Coulter) for cDNA fragments of preferentially 250∼300 bp in length. Library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq platform and 125 bp/150 bp paired-end reads were generated.

### Gene Expression Analysis

The RNA-seq reads were aligned to the reference genome using Hisat2 v2.0.5. FeatureCounts v1.5.0-p3 was used to count the reads numbers mapped to each gene. And then FPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene, which normalizes gene expression by considering the effect of sequencing depth and gene transcript length at the same time. Differential expression analysis was performed using the DESeq2 R package (1.16.1). The resulting *p*-value were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate (less than 0.05). Genes with an adjusted *p*-value < 0.05 (detected by DESeq2) were considered to be differentially expressed.

### Quantitative Real-Time PCR (qRT-PCR)

Twelve RNA samples (3 samples each group) were examined with qRT-PCR. 1 μg total RNA from each sample was reverse-transcribed into cDNA using SuperScript III (Invitrogen). All qRT-PCR assays were performed in duplicate. Reactions were carried out with SYBR^®^ Premix Ex Taq^TM^ kit (TaKaRa) and performed on LightCycler^®^ 480 System (Roche). For comparison of relative gene expression, we analyzed qRT-PCR data by ΔCt method and normalized value to endogenous GAPDH control.

### Immunostaining of Flat-Mount Retina

Retinas were dissected out from 4% PFA fixed eyes and washed extensively in PBS before blocking in staining buffer (10% normal goat serum and 2% Triton X-100 in PBS) for 30 min. Mouse neuronal class ß-III tubulin (clone Tuj1, 1:200; Biolegend), rabbit RBPMS (GTX118619, 1:400, GeneTex) were diluted in the same staining buffer. Floating retinas were incubated with primary antibodies overnight at 4°C and washed three times for 30 min each with PBS. Secondary antibodies (Cy2 and Cy3-conjugated) were then applied (1:200; Jackson ImmunoResearch) and incubated for 1 h at room temperature. Retinas were again washed three times for 30 min each with PBS before a cover slip was attached with Fluoromount-G (Southernbiotech).

### Counting Surviving RGCs

For RGC counting, whole-mount retinas were immunostained with RBPMS antibody, and 4–6 fields were randomly sampled from peripheral regions of each retina. The percentage of RGC survival was calculated as the ratio of surviving RGC numbers in injured eyes compared to contralateral uninjured eyes.

### Statistical Analysis

Data are represented as means ± SEM. qRT-PCR data was analyzed with Student’s *t*-test, and *P*-value < 0.05 was considered as statistically significant. The raw data and GEO accession number for this study are as follows: GSE131486, link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131486.

## Data Availability Statement

The datasets generated for this study can be accessed on NCBI website via GEO accession number: GSE131486.

## Ethics Statement

All animal procedures were performed in accordance with the National Institutes of Health guidelines.

## Author Contributions

LM and XL designed the experiments. LM, XL, JC, LZha, LL, XY, FW, XG, RZ, YH, QL, HF, LZho, JZ, and AL performed the experiments, and collected and analyzed the data. LM prepared the figures. LM and XL prepared the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

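RNA was measured in 15 retinal libraries, 3 each of WT, ONC, ONC-F (GB20), ONC-J (BL1) and ONC-S (GV16). The authors made the count values by aligning paired-end reads to mm10 with HISAT2 2.0.5 and counting whole fragments per gene with featureCounts, with no normalization, and deposited 1 column per library. The authors computed the FPKM values from these counts, gene length and 1 factor per library. The annotation release, the counting options and the strand setting are not stated in the paper's text. The FPKM factors follow the TMM sizes (correlation 0.989). The 3 libraries of each group were compared by a chi-square of their counts, which gave 2.95 to 8.25 per degree of freedom, so no library is a copy of another in its group. Libraries of different groups were not compared in this way.

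The count file holds 54532 genes, of which 54495 have a symbol, 37 have no coordinates in the annotation used and 36096 have a count. Total counts per library run from 14482435 to 26112762, and the tested genes hold 99.84% to 99.89% of them. TMM factors lie between 0.966 and 1.03. Genes were kept by filterByExpr over the 5 groups (minimum count 10, minimum total 15), which left 19259, and fitted with the quasi-likelihood model of edgeR 4.0.16 over all 15 libraries (10 residual degrees of freedom, prior degrees of freedom 8.95, common coefficient of variation 0.0811). Each p was adjusted by the Benjamini-Hochberg method over the tested genes and called under 0.05. The comparisons were ONC, ONC-F, ONC-J and ONC-S with WT, each treatment with ONC, and the treatments with each other. An injury gene was counted as reversed or enhanced in a treated group at an unadjusted p under 0.05 against ONC, as in Fig. 4. Of the 38 gene lists, those with enough tested genes were compared with all other genes by camera in limma 3.58.1, with a preset correlation of 0.01, and adjusted over lists and the 4 main comparisons. The lists were written by hand, because no ontology annotation was used here, and the paper's Tables 1, 2 and S1 had been read by then. Calls of lists in ONC against WT are therefore not independent of the injury genes of the paper. Principal components used log2 CPM with a prior count of 2. R 4.3.3, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

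Genes were named by a rule with 4 parts. They are the genes that the paper names in its results, discussion, Tables 1 and 2 and Fig. 5, whose values had been seen in the paper, and the 10 largest changes per direction for ONC against WT and each treatment against ONC, among genes called with groups that do not overlap. Also named are 5 per direction between treatments and up to 4 members of each list with the smallest p. The alternatives were DESeq2 on all 15 or on 6 libraries, RLE size factors, no low-count filter, at least 1 CPM in at least 3 libraries, edgeR on 6 libraries, limma-voom with sample weights, the replicate number as a block, and leaving out each library. For reversal they were p adjusted over the injury genes, the 436 genes of the paper, and genes called in the other 2 treated groups against WT. The last set held genes called in the same direction in both groups, whether or not they changed after ONC alone. A change shared by treated groups therefore counts as enhanced in it. For the other results they were log2 FPKM with pseudocounts of 1 and 0.1, the 500 most variable genes, unit variance, average linkage and an estimated correlation in camera. Offsets for GC content and gene length, alone and with the block, and 3 other gene sets for the FPKM medians were added after the data had been seen.

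The counts were also tested on simulated data. With 100 genes changed by 0.5 and 100 by 1 on the log2 scale, the test called 51 and 68 of them, with median sizes of 0.527 and 0.984 and 3 false calls, among 19221 genes. A list shifted by 0.5, cholesterol synthesis, was called by camera at an adjusted p of 1.85e-132, and 0 other lists were. Genes were drawn independently of each other here, so this does not test false calls of lists whose genes are correlated. In the data, the estimated correlation in ONC against WT was 0.339 for this list and 0.863 for reactive gliosis. For reversal, 30 simulations of each of 2 kinds gave 90 groups with no treatment effect. Their injured mean was WT plus the mean change of ONC-F and ONC-J against WT, shrunk towards 0 by the size of its test statistic. The kind with deviations of whole libraries drew them from all 15 libraries, treated ones included. It is therefore not free of a treatment response that varied between libraries. An earlier version kept each change in full at an unadjusted p under 0.05 and set the others to 0, gave far more injury genes than were observed, and was replaced after its result had been seen. Genes shared by pairs of these groups and the share of injury genes that went against injury were counted after the observed values had been seen. The qRT-PCR and immunostaining values are not analysed here.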

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

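The tests of GC content and gene length, of batch, of RGC share, of other cell types and of ONC-F replicate 3 were chosen after the results they concern had been seen.

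GV16-treated retina differed from the other treated groups by a test of the difference itself: 2816 genes were called between ONC-F and ONC-S, 84 of them injury genes, and 2484 between ONC-J and ONC-S, 63 of them injury genes. Of the 2791 genes called in ONC-S against ONC, 2713 are outside the paper's Table S1. Removing trends of GC content and gene length left 2827 genes called, which argues against such a trend as the whole cause. The RGC markers had a median log2 fold change of -0.042, with a standard error of 0.051 for the difference of their mean score per library. This argues against a large further fall of RGC marker RNA. These markers also fell after ONC itself (median -0.79), so their RNA does not measure the share of RGCs alone. RPE markers had -0.482, with a standard error of 0.182 for the difference of their mean score, which leaves a different share of RPE cells open. The labels state a batch for 0 libraries and the ONC-S samples were deposited apart from the other 12, so a library or sequencing batch of ONC-S and an effect of needling at GV16 cannot be told apart.

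More injury genes were reversed than enhanced in ONC-F (79 and 5) and in ONC-J (29 and 19), an order that turned in ONC-J without ONC-J replicate 3 (21 and 27), and in both over genes called against WT in the other 2 treated groups (46 and 64 in ONC-F, 5 and 67 in ONC-J). The genes of the other 2 groups were not required to change after ONC alone. A change shared by treated groups counts as enhanced there, so the turned order cannot tell less reversal from such a change. The count of 79 lies within the 60 to 91 and the 1 to 476 that simulated groups without an effect gave against shared ONC libraries, so the shared libraries may produce such a count. The simulations called more injury genes than the 407 observed, and as a share the 19.4% of ONC-F was above the highest of 11.8% with independent genes and was reached by 7 of 90 groups with deviations of whole libraries (the share was added after these values had been seen). Those deviations came from all 15 libraries, ONC-F replicate 3 included, so they may hold a response to treatment. Without ONC-F replicate 3 the count was 27 (96 without replicate 1 and 70 without replicate 2), so that library carries much of the reversal, and in it Sprr1a was at 5.27 CPM against 9.61 and 11.6, and Pou4f2 at 6.47 against 2.35 and 3.09, while Jun was at 79.45 against 76.2 and 72.6. A weaker crush and a stronger response to treatment in that library were not separated by any test here, and without ONC replicate 1, 2 and 3 the count was 117, 47 and 65, or 30.0%, 17.3% and 21.9% of the injury genes called then, with 2, 2 and 3 enhanced, where the count of 47 leaves a single ONC library open by the bar set before.

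Each comparison of 3 with 3 libraries has 10 splits, too few for a share under 0.05. The real split called the most genes (1 of 10 splits as large) in every comparison except ONC-F against ONC-J. The real value and the highest other were 407 and 0 for ONC against WT, 1 and 0 for ONC-F against ONC, 24 and 7 for ONC-J against ONC, and 2791 and 44 for ONC-S against ONC. They were 387 and 0 for ONC-F, 696 and 1 for ONC-J and 4479 and 0 for ONC-S against WT. They were 2816 and 0 for ONC-F against ONC-S, 2484 and 0 for ONC-J against ONC-S, and 0 and 12 for ONC-F against ONC-J, where 10 of 10 splits called as many.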

How the results depend on the processing

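The fits with GC content and length offsets and 3 of the FPKM gene sets were chosen after the data had been seen. Other counts of called genes and lists stayed within 1.5 times of their value under the alternatives run, while calls of single genes and lists were lost in the settings given at the end and in others. Some counts at an unadjusted p under 0.05 moved further. For ONC-F against ONC, 1569 became 874 with DESeq2 on 6 libraries and 2427 without the low-count filter. For ONC-J against ONC, 1605 became 944 with DESeq2 on 6 libraries. For ONC-F against ONC-J, 645 ran from 291 to 1223. The cause was not tested for any of these changes or those below.

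Without the low-count filter the genes called were 881 for ONC against WT, 336 for ONC-F against ONC, 356 for ONC-J against ONC, 910 for ONC-F against WT, 1288 for ONC-J against WT and 85 for ONC-F against ONC-J. For ONC-F against ONC, with 1 gene called, DESeq2 gave 42 on 6 libraries and 25 on all 15 libraries, edgeR on 6 libraries 9, the replicate block 10 and GC content and length offsets with replicate block 10. For ONC-J against ONC, with 24, these were 98 and 82 with DESeq2, 48 with the replicate block and 61 with offsets and replicate block. For ONC-F against ONC-J, with 0, DESeq2 gave 8 on 6 libraries and 1 on all 15 libraries, and edgeR on 6 libraries 1.

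Leaving out 1 library gave 271 (without ONC replicate 2) to 390 (without ONC replicate 1) for ONC against WT, 0 (without ONC replicate 2) to 3 (without ONC replicate 1) for ONC-F against ONC, 2 (without ONC replicate 3) to 61 (without ONC-J replicate 3) for ONC-J against ONC and 1722 (without ONC-S replicate 2) to 2270 (without ONC-S replicate 3) for ONC-S against ONC. The ranges were 204 to 459 for ONC-F and 379 to 698 for ONC-J against WT, 1657 to 2537 for ONC-F against ONC-S, 1358 to 2112 for ONC-J against ONC-S and 0 to 1 for ONC-F against ONC-J. Injury genes called between ONC-J and ONC-S ranged from 36 (without ONC-S replicate 2) to 58 (without ONC-J replicate 1).

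In ONC-F, 79 genes were reversed and 5 enhanced: 2 and 0 with p adjusted over the injury genes, 46 and 64 over genes called in the other 2 treated groups, and 41 reversed with DESeq2 on 6 libraries. Leaving out 1 library gave 27 (ONC-F replicate 3) to 117 (ONC replicate 1) reversed and 0 (ONC-F replicate 1) to 22 (ONC-F replicate 3) enhanced. In ONC-J, with 29 and 19, they were 5 and 0 with p adjusted over the injury genes and 5 and 67 over genes of the other 2 treated groups, and 21 to 66 reversed and 10 to 27 enhanced with 1 library left out. In ONC-S, with 48 and 82, 20 and 50 passed p adjusted over the injury genes, 25 were reversed over genes of the other 2 treated groups, and 30 to 89 were reversed and 46 to 76 enhanced with 1 library left out. The injury score minus that of ONC turned to 2.44 in ONC-F and 11.2 in ONC-J, and was 19.45 in ONC-S, over genes called in the other 2 treated groups.

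With an estimated correlation, camera called 7 lists for ONC against WT, 0 for ONC-F, 1 for ONC-J and 1 for ONC-S against ONC, in place of 20, 15, 9 and 11. Lists called ranged from 7 to 15 for ONC-F and 3 to 11 for ONC-J with 1 library left out. The list of lens crystallins and lens markers in ONC against WT had adjusted p values from camera of 3.82e-07 (without WT replicate 3) to 0.176 (without ONC replicate 3), and was reversed at 5.37e-05 without WT replicate 1. With the replicate block its adjusted p was 0.159. Transcription factors lower after injury, 12, ranged from 7 (without WT replicate 3) to 9 with 1 library left out. Over all filtered genes 2 clusters of the tree were shared with that of the injury genes. The median of log2 FPKM, 0.0155 over all genes, was 2.76 over genes with a mean FPKM of at least 1, 1.71 over those with at least 0.1, 2.09 over genes above 0 in every library and 1.28 over genes above 0 in the library.

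Of 78 named genes in ONC against WT, 61 were called, 0 reversed in any setting and at most 12 were no longer called (without ONC replicate 2). Of the 14 named genes called in ONC-J against ONC, 12 were no longer called without ONC replicate 3, and of 25 in ONC-S against ONC and 10 in ONC-F against ONC-S, 16 and 7 were no longer called with DESeq2 on 6 libraries. Hmox1 in ONC-S against ONC had a log2 fold change of -0.707, and of -1.092 without ONC replicate 1 to 0.559 without ONC replicate 2. The methods say that experiments were repeated 3 times, and not whether a number marks the same repeat in each group. No pair of groups had all correlations of deviations above 0.1, a cut written down after an earlier check had been seen, so the numbers were not treated as pairs, and whether they pair stays open. Between ONC-F and ONC-J they were 0.056, 0.084 and 0.182, and 0.091, 0.153 and 0.29 over genes with a mean CPM of at least 1, and the earlier check, which was not kept, had all 3 above the cut. There and between ONC and ONC-F 6 of 6 libraries were closest to their own number, a hint that a number may mark a repeat. Depth per library limits genes with few counts.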

Differences from the paper's values

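Values of the paper that differ from those here are given first. The threshold for reversal, an unadjusted p under 0.05, is that of Fig. 4. With DESeq2 on 6 libraries over the 436 genes of the paper, the counts equal those of Fig. 4. Risen genes reversed and enhanced were 20 and 6 in ONC-F, 11 and 24 in ONC-J and 14 and 52 in ONC-S. Fallen genes were 21 and 0, 19 and 2, and 32 and 42. Below, the 436 genes stand with edgeR on all 15 libraries unless DESeq2 is named with them. For injury-induced genes reversed in ONC-F, the paper's count is 20 and here 37. Of the alternatives set before the data were examined, DESeq2 on all 15 libraries (29), on 6 libraries (20), genes called in the other 2 treated groups (18) and leaving out ONC replicate 2 (17) or ONC-F replicate 1 (30), 2 (21) or 3 (18) fall within 1.5 times the paper's count. The 436 genes of the paper (35), the replicate block (43) and p adjusted over the injury genes (1) do not. For reduced genes reversed in ONC-F the paper's count is 21 and here 42. DESeq2 on 6 libraries (21), the other 2 groups' genes (28) and leaving out ONC replicate 1 (30) or 2 (30) fall within that range, and the 436 genes (43), DESeq2 on all 15 libraries (41), the replicate block (47) and p adjusted over the injury genes (1) do not. For both together the paper's discussion gives 41 and here 79. DESeq2 on 6 libraries (41), the other 2 groups' genes (46) and leaving out ONC replicate 2 (47) fall within it, and the 436 genes (78), DESeq2 on all 15 libraries (70), the replicate block (90) and p adjusted over the injury genes (2) do not.

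For reduced genes enhanced in ONC-J, the paper's count is 2 and here 1. The 436 genes (2), DESeq2 on 6 libraries (2) and leaving out ONC-J replicate 3 (2) reach it, and DESeq2 on all 15 libraries (1), the replicate block (1), p adjusted over the injury genes (0) and the other 2 groups' genes (15) do not. The paper's log2 fold change of Fosl2 is 0.65 and here 0.852, and of the alternatives leaving out WT replicate 2 (0.758) falls within the error. For Jun the paper's value is 0.46 and here 0.651, and no alternative falls within the error. The value printed for Fosl2 equals that of Jun here, and the value printed for Jun equals that of Klf6. The means of the paper's Table S1 give 0.85 for Fosl2, 0.65 for Jun and 0.46 for Klf6. Of the 31 values of Table 2, 2 differ, and of the 40 of Table 1, 0 differ. The median of log2(FPKM + 1) is about 1.5 in Fig. 2A, read by eye, and 0.0155 here over all genes. The alternative over genes with a mean FPKM of at least 1, 2.76, also differs, and 3 gene sets chosen after seeing the values (1.71, 2.09 and 1.28) do not.

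In other statements, the discussion gives a larger number of injury genes than the paper's Table S1, and 407 were called here. It gives other numbers for BL1 than its own Fig. 4, and here 29 genes were reversed and 19 enhanced, and 30 and 26 with DESeq2 on 6 libraries over the 436 genes of the paper. The paper treats Plaur, Top2a, Efcab1 and 2600014E21Rik and the factors Bcl6, Tead3, Bhlhe40, Atf4, Six3, Sebox, Myt1l and Ebf1 as changed by injury, and they were not called here by edgeR, while DESeq2 on 6 libraries called 435 of the 436 genes of Table S1. The paper names Kdr among induced transcription factors, and here its log2 fold change was 0.28 (adjusted p = 0.402 from edgeR). It names Fbn1 among reversed injury genes, and here its change with injury was -0.48 (adjusted p = 0.197 from edgeR). In ONC-J, Fbn1 moved against that change and passed an unadjusted p under 0.05, though not an adjusted one. The paper reports reversal of Klf6 and Nav1 by GB20, measured by qRT-PCR, and here both moved the same way in the RNA-seq libraries, by -0.198 and -0.125 on the log2 scale, without passing the test (unadjusted p = 0.0941 and 0.0549, adjusted p = 0.678 and 0.624 from edgeR).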

Other observations

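The test of a stress hormone response was chosen after the result it concerns had been seen.

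After ONC, lists of glial, immune and oxidative stress genes were called higher and cholesterol synthesis lower than in WT by camera, with few members called by edgeR, and each of these calls was lost with an estimated correlation. Of 16 genes of reactive gliosis, 1 rose (15 when adjusted over the list alone, median 1.15, camera adjusted p = 6.35e-12, and adjusted p = 0.372 with an estimated correlation). Gfap, the intermediate filament of reactive glia, was at 142 CPM in ONC replicate 2 and at 34.6 and 59.4 CPM in the other ONC libraries. That library also had the highest scores of the microglia and macrophage markers (1.48 against 0.52 and 0.68), of the interferon and MHC class I genes (1.07, with 0.49 or less in the others) and of the NRF2 targets (0.49 against 0.18 and 0.20). Without it the adjusted p values from camera were 7.17e-05 for gliosis, 7.08e-16 for microglia and macrophages, 0.000474 for interferon and 0.000361 for NRF2 targets. Of 19 microglia and macrophage markers, 4 rose (11 when adjusted over the list alone, median 0.68, camera adjusted p = 4.24e-22, and adjusted p = 0.0588 with an estimated correlation), among them Cd68, a lysosomal protein, by 1.18, and Gpnmb by 0.94. Of 15 genes of interferon response and MHC class I, 2 rose (7 when adjusted over the list alone, median 0.57, adjusted p = 1.66e-08, and adjusted p = 0.373 with an estimated correlation). Of 14 NRF2 targets and metallothioneins, 3 rose and 1 fell (4 and 2 when adjusted over the list alone, median 0.07, adjusted p = 0.000329, and adjusted p = 0.294 with an estimated correlation), and Srxn1, an antioxidant enzyme, rose by 1.05. Of 22 genes of cholesterol synthesis, 5 fell (6 when adjusted over the list alone, median -0.18, adjusted p = 7.23e-09, and adjusted p = 0.283 with an estimated correlation).

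Of 11 immediate early genes, 1 rose after ONC, Egr3 (median 0.15, camera adjusted p = 0.0156, adjusted p = 0.436 with an estimated correlation, and adjusted p = 0.0797 and 0.155 without ONC replicate 2 and WT replicate 2). Lists not called by camera in ONC against WT were circadian clock output (adjusted p = 0.0876), glucocorticoid-responsive genes (0.977), neurotrophins and receptors (0.476), mitochondrially encoded mRNAs (0.788), RPE markers (0.734), oligodendrocyte and myelin markers (0.889), skeletal muscle markers (0.561) and Y-linked genes (0.32). Erythrocyte markers had a median of -1.18 with 0 members called by edgeR (4 lower when adjusted over the list alone, camera adjusted p = 0.00673, and adjusted p = 0.503 with an estimated correlation). Their score was 1.59 in WT replicate 1, the library with lens transcripts, and -0.44 and -1.15 in the other WT libraries, with Hbb-bs, a globin, at 16.2 CPM against 2.98 and 2.21, and without that library the adjusted p was 0.636. Xist was not among the tested genes, and of the neutrophil markers 1 was, with a log2 fold change of -0.68. Bdnf, a neurotrophin of RGCs, had an adjusted p of 0.304 from edgeR after ONC.

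In ONC-S against ONC, 4 of 13 rod markers rose (median 0.10, camera adjusted p = 0.00118, adjusted p = 0.515 with an estimated correlation, and adjusted p = 0.0708 without ONC replicate 2), of 10 cone markers 4 fell, among them Arr3, the cone arrestin, from 367 ± 49.1 to 234 ± 18.1 CPM (SD, n = 3 each). Of 9 bipolar cell markers 3 fell, among them Grm6, their glutamate receptor, by 0.50, and the list was not called (median 0.05, mean -0.12, adjusted p = 0.124). Per2, of the circadian clock, fell by 0.66.

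Against ONC, Ebpl was called higher in all 3 treated groups, and ONC-J and ONC-S shared 12 higher genes. Independent lists of these sizes would share 1.52, and pairs of simulated groups with no effect, in which few genes were called, shared at most 1. Neither value has lists of these sizes drawn against the same ONC libraries, so part of the excess may come from the shared libraries. Other genes called in both groups moved in opposite directions. Slc6a13, Rps29, Atp5k and Snhg8 were higher in ONC-J and lower in ONC-S, by -0.71, -0.56, -0.56 and -0.457 on the log2 scale. Gm7336 and Hmgb1-ps2 were lower in ONC-J and higher in ONC-S, by 0.622 and 0.505. The covariance of log2 fold changes between ONC-F and ONC-J was 0.0479, above the highest of 0.0299 in simulated groups with independent genes and below the highest of 0.0618 with deviations of whole libraries, so chance values of the shared ONC libraries cannot be told apart from a shared effect. Glucocorticoid-responsive genes were called higher than ONC in 3 treated groups (camera, adjusted p = 0.000569 in ONC-F, 4.79e-06 in ONC-J and 0.0104 in ONC-S) and in 1 with an estimated correlation (ONC-J, adjusted p = 0.022), with Fkbp5 rising from 22.6 ± 1.69 to 60.5 ± 10.2 CPM in ONC-S (SD, n = 3 each). Fkbp5 was at 27.0 CPM in ONC-F replicate 3 and 23.8 CPM in ONC-J replicate 3, near the 20.6 to 23.7 CPM of the ONC libraries. The other ONC-F and ONC-J libraries were at 41.7 to 61.0 CPM. The list score of ONC-J replicate 3 was 0.146 and that of ONC-F replicate 3 was 0.327, against 0.038 to 0.129 in ONC. A stress hormone response to repeated anesthesia and handling is a candidate explanation, which stays open because the paper's text does not state whether ONC mice were anesthetized again.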
